# Single-cell transcriptome analyses reveal novel targets modulating cardiac neovascularization by resident endothelial cells following myocardial infarction 

**DOI:** 10.1093/eurheartj/ehz305

**Published:** 2019-06-04

**Authors:** Ziwen Li, Emmanouil G Solomonidis, Marco Meloni, Richard S Taylor, Rodger Duffin, Ross Dobie, Marlene S Magalhaes, Beth E P Henderson, Pieter A Louwe, Gabriela D’Amico, Kairbaan M Hodivala-Dilke, Ajay M Shah, Nicholas L Mills, Benjamin D Simons, Gillian A Gray, Neil C Henderson, Andrew H Baker, Mairi Brittan

**Keywords:** Myocardial infarction, Endothelial cells, Lineage tracing, Single-cell RNA sequencing, Therapeutic angiogenesis, Cell proliferation

## Abstract

**Aims:**

A better understanding of the pathways that regulate regeneration of the coronary vasculature is of fundamental importance for the advancement of strategies to treat patients with heart disease. Here, we aimed to investigate the origin and clonal dynamics of endothelial cells (ECs) associated with neovascularization in the adult mouse heart following myocardial infarction (MI). Furthermore, we sought to define murine cardiac endothelial heterogeneity and to characterize the transcriptional profiles of pro-angiogenic resident ECs in the adult mouse heart, at single-cell resolution.

**Methods and results:**

An EC-specific multispectral lineage-tracing mouse (*Pdgfb-iCreER^T2^*-*R26R-Brainbow2.1*) was used to demonstrate that structural integrity of adult cardiac endothelium following MI was maintained through clonal proliferation by resident ECs in the infarct border region, without significant contributions from bone marrow cells or endothelial-to-mesenchymal transition. Ten transcriptionally discrete heterogeneous EC states, as well as the pathways through which each endothelial state is likely to enhance neovasculogenesis and tissue regeneration following ischaemic injury were defined. Plasmalemma vesicle-associated protein (*Plvap*) was selected for further study, which showed an endothelial-specific and increased expression in both the ischaemic mouse and human heart, and played a direct role in regulating human endothelial proliferation *in vitro.*

**Conclusion:**

We present a single-cell gene expression atlas of cardiac specific resident ECs, and the transcriptional hierarchy underpinning endogenous vascular repair following MI. These data provide a rich resource that could assist in the development of new therapeutic interventions to augment endogenous myocardial perfusion and enhance regeneration in the injured heart.

**Figure:**
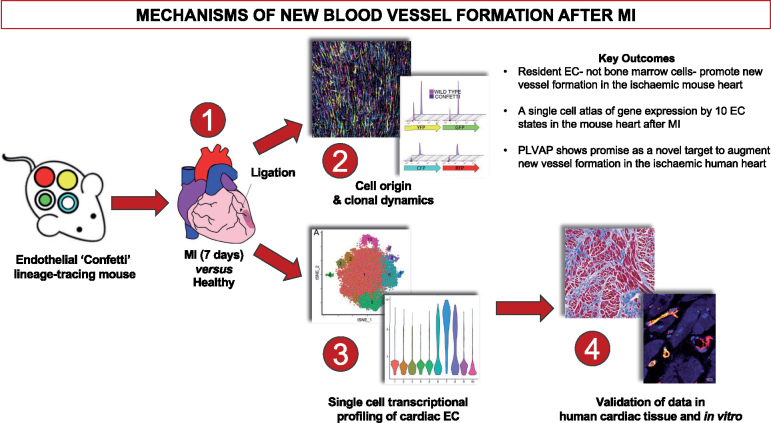

**Translational perspective**

Chronic heart failure following acute myocardial infarction (MI) has reached global epidemic proportions, and new therapeutic approaches are vital. Functional neovascularization in the infarct border may delay progression to heart failure and improve outcome, although the underpinning mechanisms remain unclear. We show that resident cardiac endothelial cells (ECs), and not bone marrow cells, mediate therapeutic angiogenesis post-MI, and provide a unique single-cell atlas of the transcriptional signature of these regenerative cardiac EC. We predict that these data will inform future design of clinical strategies aimed at promoting vascular perfusion and long-term functional viability of the ischaemic heart.

## Introduction

Chronic heart failure as a consequence of left ventricular impairment following acute myocardial infarction (MI) has reached epidemic proportions affecting more than 23 million patients worldwide.^1–4^ Patients have a poor prognosis with a mortality of 45–60% by 5 years.^5^ Early reperfusion following MI is important to limit infarct size, however, patients who present late with extensive myocardial injury benefit little from these treatments. In this high-risk group, new therapeutic approaches are required to enhance myocardial perfusion, limit infarct expansion, and promote cardiac repair and regeneration. As such, extensive research has focused on harnessing the regenerative value of exogenous cell transplantation, and on elucidating the endogenous mechanisms that promote structural repair in the injured heart.

Experimental studies have produced disparate results regarding the regenerative potential of transplanted bone marrow cells in the setting of MI, including their contribution to vascular structures *in vivo* (reviewed in Refs^6^,^7^). Moreover, clinical trials using autologous bone marrow-derived cell transplantation aimed at promoting recovery following acute MI have largely failed to show sustained clinical benefit.^6^^,^^8^ Recently, endothelial cell (EC) clonal expansion in the post-ischaemic myocardium was shown using a *Cdh5-CreER^T^*^2^ lineage-tracing mouse.^9^ However, *Cre*-recombinase can be detected in bone marrow cells as well as endothelium in *Cdh5-Cre* lines and therefore the origin of these proliferative EC remains somewhat inconclusive.^10^ In the same study, clonally expanded EC co-expressed endothelial and mesenchymal markers, leading to the conjecture that ‘partial’ endothelial-to-mesenchymal transition (EndMT) may be associated with new vessel growth post-MI.^9^ However, a direct role for EndMT in therapeutic angiogenesis has not been conclusively shown, to date. Therefore, the cellular origin and mechanisms of neovascularization following MI remain unresolved, including whether reparative EC derive from a bone marrow niche or reside locally within the cardiac microvasculature.

Here, we have used an EC-specific multispectral lineage-tracing mouse (*Pdgfb-iCreER^T2^*-*R26R-Brainbow2.1*) coupled with single-cell RNA sequencing to collectively investigate the origin, proliferative dynamics and transcriptional profile of EC that mediate neovasculogenesis in the adult mouse heart. We show that a subpopulation of resident EC with progenitor-like functional properties directly contribute to new blood vessel formation at 7 days following MI, with evidence that bone marrow-derived cells and EndMT are unlikely to contribute. We have identified multiple discrete heterogeneous EC states in the healthy and post-ischaemic heart, and characterized gene expression profiles of each EC state at the single-cell level. These data identified plasmalemma vesicle-associated protein (*Plvap*) as a novel endothelial-specific marker of cardiac neovasculogenesis, which was further validated in cardiac samples from patients with ischaemic heart disease and following gene silencing *in vitro*. Together, these data provide a comprehensive single-cell index of gene expression by resident cardiac EC that contribute to endogenous neovascularization in the infarcted myocardium and will assist identification of new therapeutic targets for heart disease.

## Methods

See Supplementary material online for extended experimental procedures.

## Results

### *Brainbow2.1* (Confetti) reporter fluorophore expression is specific to endothelial cells in adult *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mouse hearts

We first evaluated Pdgfb expression in the adult mouse coronary vasculature, which has not been widely characterized. We used the presence of a sequence coding for enhanced green fluorescent protein (EGFP) located downstream of *iCreER^T2^* in *Pdgfb-iCreER^T2^* mice^11^ (*Figure 1A*, Supplementary material online, *Figure S1A*–*C*) to show that *Pdgfb*-EGFP expression was widespread and endothelial-specific, confirmed by co-localization of EGFP with isolectin B4 (*Figure 1B*). We further showed using flow cytometry that Pdgfb was expressed by 94.5 ± 5.6% of CD31^+^ vascular EC in the adult *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mouse heart (Supplementary material online, *Figure S1C*). Expression of the four fluorophores encoded by the *Brainbow2.1* transgene (YFP, RFP, nGFP, mCFP) was specific to *Pdgfb*-EGFP^*+*^ cells (*Figures 1C*; Supplementary material online, *Figure S1D* and *E*). Cre-recombination efficiency was 46.6 (±9.3) % of total cardiac *Pdgfb*-EGFP^*+*^ cells, and no reporter expression was observed in mice administered peanut oil as a vehicle control for tamoxifen or in Cre-negative mice administered tamoxifen (Supplementary material online, *Figure S1D*–*G*).

**Figure 1:**
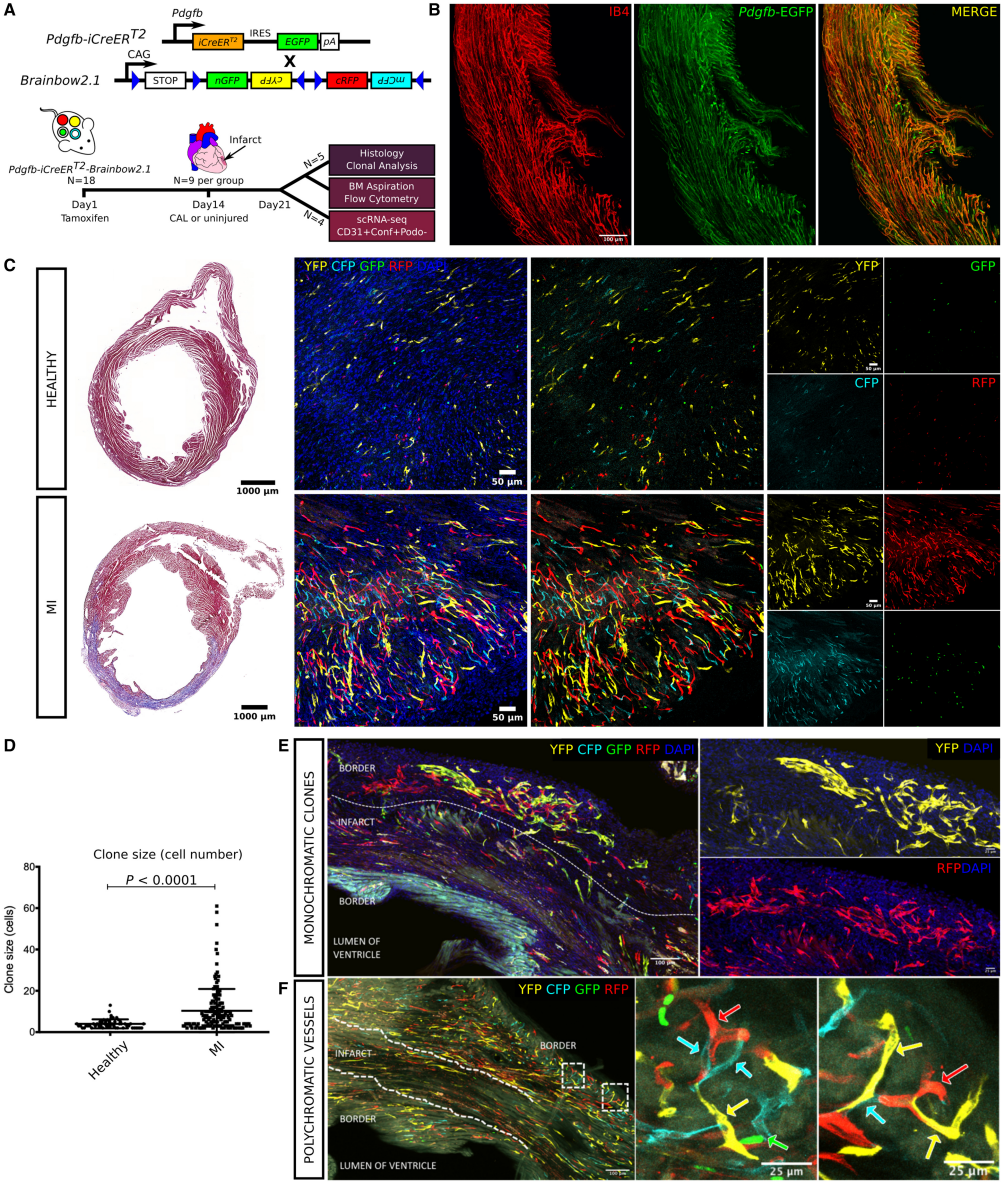
Genetic labelling strategy used for study of *Pdgfb-iCreER^T2^* expressing endothelial cells using the *R26R-Brainbow2.1* ‘Confetti’ reporter mouse (*A*). Tamoxifen was administered by intraperitoneal injection followed by coronary artery ligation 14 days later. Injured and healthy hearts) were collected 7 days post-surgery to quantify clonal proliferation and bone marrow reporter expression, or for single-cell RNA sequencing (scRNA-seq) of vascular cardiac *Pdgfb*-lineage endothelial cells (CD31^+^ podoplanin^−^ Confetti^+^) (*A*). Isolectin B4 (IB4) was injected intravenously 15 min prior to cull to identify perfused vessels in the vasculature of *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* adult mouse hearts. Co-expression of isolectin B4 (IB4, red) with *Pdgfb-*EGFP endothelial cells (green, with co-localized expression shown in orange) demonstrated widespread patency in vessels formed by *Pdgfb*-lineage endothelial cell clonal proliferation (*B*). Masson’s trichrome staining confirmed healthy myocardial tissue or the presence of an infarct in each group (*C*). Clonal proliferation was quantified in 100 μm tissue wholemounts in the infarct border and equivalent healthy region, where a clone was defined as two or more adjacent cells expressing YFP, RFP, nGFP, or mCFP. Clones of each colour were observed throughout the healthy heart with a significant increase in fluorophore expression and clone size in the infarcted (MI) hearts (cells *per* clone = 4.0 ± 2.1 vs. 10.3 ± 10.6, *P *<* *0.0001) (*C*, *D*). Clones of >50 cells were commonly observed in the infarct border (*E*; 2 large multicellular clones in the infarct border expressing RFP or YFP). Vessels with a polychromatic endothelium were observed in healthy and infarcted hearts but were significantly less abundant than monoclonal vessels in both groups (healthy hearts = 25.5 ± 4.1% vs. 74.5 ± 4.1%, *P *<* *0.001; MI hearts = 9.3 ± 15.3% vs. 90.7 ± 15.3%, *P *<* *0.001) (*F*; with arrows showing contiguous vessels composed of *Pdgfb*-lineage endothelial cells expressing different Confetti reporter fluorophores in the infarct border).

### Cardiac Pdgfb-lineage endothelial cells undergo clonal proliferation to form new perfused blood vessels following myocardial infarction

Clonal proliferation by EC was observed in the healthy heart at 21 days post-tamoxifen, highlighting that *Pdgfb*-lineage cardiac EC are not quiescent in physiological conditions (*Figure 1C*). Clone size was significantly increased in the infarct border region at 7 days post-MI, with clones of >50 cells frequently present (cells *per* clone = 4.0 ± 2.1 vs. 10.3 ± 10.6, *P *<* *0.0001; *Figure 1C–E*; Supplementary material online, *Movie S1*). Representative histological images of injured and healthy hearts are shown in Supplementary material online, *Figure S2*. Perfusion of vessels formed by clonal proliferation of *Pdgfb-*EC was confirmed by fluorophore co-expression with isolectin-B4, infused intravenously just prior to cull (*Figure 1B*). Consistent with other studies using the *R26R-Brainbow2.1* mouse,^12^ we observed a bias in fluorophore distribution in both groups with YFP, RFP, nGFP, and mCFP expressed by 51.9 ± 13.5, 25.7 ± 8.7, 11.3 ± 6.2, and 11.8 ± 5.8% of total reporter expressing cells in the healthy heart, and by 52.9 ± 26.5, 18.8 ± 15.0, 26.5 ± 29.8, and 8.8 ± 7.8% of total reporter expressing cells in the injured heart (Supplementary material online, *Figure S1H* and *I*). However, clone size did not differ between each fluorophore in either group (Supplementary material online, *Figure S1J* and *K*). Therefore, patches were likely to be formed through clonal expansion, and not by the merger of multiple smaller clones of the same colour (see Supplementary material online file for detailed methods used for quantitative analysis of clonal proliferation).

Vessels with a polychromatic endothelium were frequently observed in healthy and infarcted hearts and most likely represented pre-existing vessels composed of labelled EC that had not undergone proliferation within the study timeframe, or new vessels formed from the merger of non-proliferative labelled EC (*Figure 1F*). Polychromatic vessels were significantly less abundant than monoclonal vessels in both groups (healthy hearts = 25.5 ± 4.1% vs. 74.5 ± 4.1%, *P *<* *0.001; MI hearts = 9.3 ± 15.3% vs. 90.7 ± 15.3%, *P *<* *0.001), implying that clonal proliferation is a dominant mechanism of cardiac EC turnover in homeostasis and in response to injury. The proportion of Confetti^*+*^ EC present as single cells, i.e. that had not undergone division during the preceding 21 days, was similar in healthy and MI groups (54.6 ± 6.6% vs. 63.4 ± 4.7%, *P *=* *0.28). Therefore, vascular turnover and neovascularization by clonal proliferation appears be restricted to a subpopulation of *Pdgfb*-lineage EC, presumably with progenitor-like properties. The thymidine analogue 5-ethynyl-2′-deoxyuridine (EdU) was administered 1 h prior to cull to label cells in S phase. EdU^+^ total cardiac cells were significantly increased in the infarct border at 7 days post-MI compared with the healthy left ventricle, as expected (0.09 ± 0.04% vs. 1.9 ± 0.6%, *P *<* *0.0001). The percentage of Confetti^*+*^ EC that co-expressed EdU was also increased in the infarct border compared with the healthy left ventricle (28.5 ± 4.8% vs. 58.5 ± 7.6%, *P *=* *0.0005), underlining our evidence that the infarct border is a region of dense neovasculogenesis with maximal clonal proliferation by *Pdgfb-*EC (*Figure 2A–F*).

**Figure 2:**
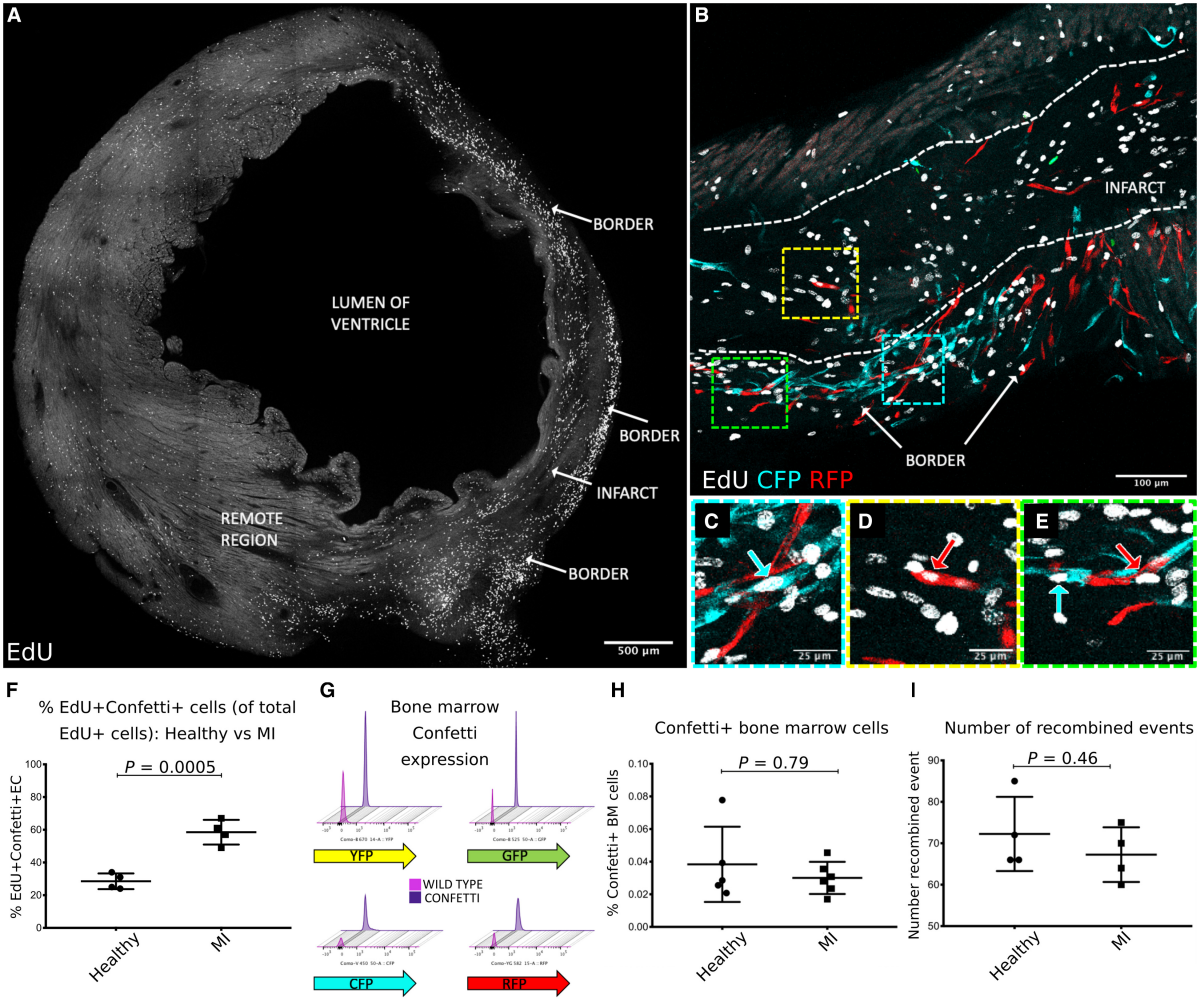
A complete transverse section of the left ventricle at 7 days post-MI showing increased density of EdU expressing cells in the border region compared with the infarct and remote region (*A*). Dense neovascularization due to clonal proliferation of *Pdgfb-*lineage endothelial cells was observed in the infarct border region (*B*, with high power inserts in *C*–*E*). Confetti^+^*Pdgfb-*lineage endothelial cells frequently co-expressed EdU (*B*–*E*) and were significantly increased in the infarct border at 7 days post-MI compared with the Confetti+ EdU+ *Pdgfb-*lineage endothelial cells in the left ventricle of healthy uninjured mice (28.5 ± 4.8% vs. 58.5 ± 7.6%, *P *=* *0.0005) (*F*). Representative flow cytometry plots showing very low reporter fluorophore expression in femoral bone marrow cells from adult *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mice are shown in (*G*) with threshold gates set for each fluorophore using C57Bl6 wild type mice bone marrow cells as a negative control. No change in fluorophore expression by bone marrow cells was observed between healthy and MI groups (0.04 ± 0.02% vs. 0.03 ± 0.009%, *P *=* *0.79) (*H*). The founding number of recombined events (where a Confetti^+^ cell or clone was counted as one event) was unchanged between healthy and MI groups (72.3 ± 9.0 vs. 67.3 ± 6.6 events *per* section, *P *=* *0.46) (*I*).

### *Brainbow2.1* reporter fluorophore expression is minimal in bone marrow cells in *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mice

We observed minimal *Brainbow2.1* reporter expression in femoral bone marrow cells in healthy and MI groups (0.04 ± 0.02% vs. 0.03 ± 0.009%, *P *=* *0.79) (*Figure 2F *and* G*). Therefore, we postulated that *Pdgfb*-lineage EC reside locally within the cardiac vasculature. This was corroborated by our observation that the founding number of recombined events (i.e. a Confetti^*+*^ cell or clone) did not differ significantly between groups (*P *=* *0.46) (*Figure 2H*) and thus migration of *Pdgfb*-lineage *Brainbow2.1* fluorophore expressing EC from outside the heart was likely to be rare.

### Single-cell RNA sequencing defines the transcriptional signature of 10 heterogeneous cardiac endothelial cell states in the adult mouse heart

*Pdgfb*-lineage vascular EC (Confetti^*+*^ CD31^*+*^ podoplanin^*−*^) were isolated as single cells from dissociated ventricles of healthy and ischaemic hearts at 7 days post-MI for single-cell RNA sequencing (Supplementary material online, *Figure S3A*). 

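The single-cell data came from 8 mice, 4 healthy and 4 at 7 days post-MI, with 1 10X Chromium library per mouse. The mice are named here by their group and the number in the sample labels (Healthy 227, 228, 239 and 240; MI 244, 250, 255 and 256). The authors deposited the number of unique molecular identifiers (UMIs) counted on each gene in each cell, as whole numbers without normalization, for 16791 genes and 31028 cells. They had counted these with Cell Ranger on the mm10 genome and had already left out the cells that fail the filters of the Supplementary Methods. Total UMIs per mouse ranged from 6764977 to 8793655 in the healthy group (median 7824578) and from 15865234 to 27244947 in the MI group (median 26021781). The Supplementary Methods state the depth in reads per cell, and all values here rest on UMIs.

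Some cells of the healthy group were present more than once. Healthy 228 shared 2041 cell barcodes with Healthy 239, and in 2030 of these pairs at least 90% of the UMIs of the smaller cell were found on the same genes in the other cell (median 99.0%, and 51.3% after the pairs were shuffled). Healthy 227 held 301 such copies of cells of Healthy 228. The copies made up 55.3% of the cells of Healthy 228 and 10.9% of those of Healthy 227. The other pairs of mice shared between 10 and 40 barcodes, apart from Healthy 239 and 240, which held 2 copies. The copies were kept in the main results, and values without them are given where they change a result. With the copies, the healthy mice are not fully independent of each other, which the tests over mice do not allow for.

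Cells were clustered again from the counts with the parameters of the Supplementary Methods (log-normalization to a scale of 10000, regression on UMIs, 32 principal components and a resolution of 0.6). Clusters were named after those of Table 1 from its marker genes, as in cluster 6-like, so the names are rebuilt and can differ from those of the paper. Groups were compared over mice, not cells. Single values per mouse were compared by a two-sided exact permutation test, whose smallest possible p for 4 against 4 mice is 0.0286. Expression was compared on counts summed per mouse, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Where a value depends on depth, each cell was thinned to 1000 UMIs, which left out 1631 endothelial cells of the healthy group and 0 of the MI group.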

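The deposited table held 3370.5 ± 475 cells per mouse in the healthy group and 4386.5 ± 639 in the MI group (SD, n = 4 mice each; exact permutation test, p = 0.0857). After removal of 1473 cells in haematopoietic-like clusters, 3308.5 and 4080 cells per mouse were left (exact permutation test, p = 0.114). With the pericyte-like, fibroblast-like and platelet- or erythroid-like clusters removed as well, 3194 ± 401 cells per healthy mouse (range 2638–3550) and 3992 ± 594 per MI mouse (range 3361–4755) were left (SD, n = 4 each; exact permutation test, p = 0.0857). The alternative that moved the difference most was a minimum of 800 genes per cell, which left 2495 and 4378 cells per mouse (exact permutation test, p = 0.0286). Without MI 256, the difference rose from 1016 to 1284.5 cells (exact permutation test, p = 0.0286). Without the copied cells, 2787 cells per healthy mouse were left (exact permutation test, p = 0.0571).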

Mean 3195 (range 2637–3535) and 3955 (range 3326–4744) cells were retained for analysis from the healthy and MI groups, respectively (*P* = 0.11) after filtering of cells with a low gene count (<400 genes *per* cell) and a high mitochondrial transcript ratio (threshold of 20%) (Supplementary material online, *Figure S3B*). Mean number of unique molecular identifiers (UMIs) was 2232 (range 2035–2398) and 5041 (range 4165–5604) (*P* = 0.03), and median gene number *per* cell was 1180 (range 1046–1217) and 2133 (range 1807–2251) (*P* = 0.03) for the healthy and MI groups (Supplementary material online, *Figure S3B*). 

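Over all deposited cells, the mean number of UMIs per cell was 2327 ± 165 in the healthy group and 5386 ± 746 in the MI group (SD, n = 4 mice each; exact permutation test, p = 0.0286). The median number of genes per cell was 1073 ± 131 and 1947 ± 213 (exact permutation test, p = 0.0286). With the haematopoietic-like clusters and those of other cell types left out, these were 2233 and 5180 UMIs and 1061.5 and 1927.5 genes (exact permutation test, p = 0.0286 for each). Every MI mouse lay above every healthy mouse in both measures. With the copied cells left out, the healthy mean rose to 2622 UMIs, and the ratio of MI to healthy was 2.05. When each cell was thinned to the same number of UMIs, the median number of genes was 659 ± 6.85 in the healthy group and 677 ± 6.35 in the MI group (SD, n = 4 each; exact permutation test, p = 0.0286). The highest number of genes in any cell lay between 4117 and 4413 in the healthy mice and between 5896 and 5995 in the MI mice.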

Dimension reduction by principal component analysis of the whole transcriptome gene signature followed by 3D t-distributed stochastic neighbour embedding (t-SNE) projection assigned cells into 10 transcriptionally distinct clusters, i.e. discrete heterogeneous EC states (*Figure 3A*). 

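Clustering of the 29555 cells left after removal of the haematopoietic-like clusters gave 17 clusters, numbered C0 to C16 by size. Of these, 4 were named after other cell types by their leading genes and are not counted as endothelial: pericyte-like C10 (537 cells; Acta2, Rgs5), erythroid-like C13 (138 cells; Hba-a2, Hba-a1), fibroblast-like C14 (89 cells; Dcn, Gsn) and platelet-like C16 (34 cells; Ppbp, Pf4). The other 13 clusters held 28757 cells. Marker genes of Table 1 named 10 of these after 8 of the paper's clusters. C0, C1 and C4 were cluster 1-like, C7 cluster 2-like, C9 cluster 3-like, C3 cluster 5-like, C5 cluster 6-like, C11 cluster 7-like, C12 cluster 8-like and C8 cluster 10-like. The cluster 1-like name was given by a looser rule, and only to clusters that no other list named, so it is a residual class. C15 was lymphatic-like (57 cells; Ccl21a, Mmrn1). C2, led by Ift122, Apln and the cluster 1 marker Adm, and C6, led by Fmo2, Cysltr1 and Vcam1, stayed unnamed under thresholds that were set after the clusters had been seen.

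C1 had the stress-response genes Hspa1a, Egr1 and Fos among its 10 leading genes. C4 was led by the interferon-induced GTPase gene Tgtp2 and then Ly6c2, with Tgtp1 also among its 10 leading genes. Tgtp2 and Tgtp1 are near-identical copies whose reads the counting could have split. No cluster was named after cluster 4 or cluster 9. Their markers were nevertheless counted: of the cells thinned to 1000 UMIs, 2.55% held a UMI of Klra3, Klra9 or Klra10, at most 7.41% in any cluster (C4). For Serpina1b, Serpina1d or Serpina1e this share was 0.516%, at most 3.47% in any cluster (C6). Both gene families have near-identical members, so their UMIs are uncertain per gene. The number of endothelial clusters depended most on the resolution and on the number of principal components. It was 9 at a resolution of 0.3 or with 20 components and 14 at a resolution of 1.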

Cluster distributions were conserved in each biological replicate animal in each group (Supplementary material online, *Figure S3C*). 

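The spread of cells over the 13 endothelial clusters was compared between mice as the percentage of cells that would have to change cluster for the shares of 2 mice to be equal. Between pairs of MI mice this was 16.6% to 27.3% (median 19.6%, 6 pairs). Between pairs of healthy mice it was 9.03% to 61.6% (median 32.5%, 6 pairs), and between a healthy and an MI mouse it was 31.0% to 66.2% (median 51.2%, 16 pairs). Healthy 227 differed by 61.6% from Healthy 239 and by 59.8% from Healthy 240, whereas Healthy 239 and 240 differed by 9.03%. Healthy 228, whose copied cells come from Healthy 239, lay between them and differed by 34.6% from Healthy 227 and by 28.0% from Healthy 239. Healthy 227 and 228 held most cells of C4 (1473 and 957), and Healthy 239 and 240 few (46 and 57).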

The proportion of cells in each cluster, the contribution of cells from both groups to individual clusters, as well as a heat map of top differentially expressed genes in each cluster are shown in *Figure 3B, C, *and* E*. 

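Cluster shares were computed per mouse as a percentage of its endothelial cells, with p adjusted by the Benjamini-Hochberg method over the classes found in a setting (8 in the main clustering, 7 without the genes of Table 1 and 5 in thinned cells). Since several marker genes differ in level between the groups, the shares after clustering without the genes of Table 1 are given beside them. The clusters were still named from these genes, so a share can depend on a change in the markers themselves. Of the 4 cluster 1 markers, 2 (Hspb1 and Cd36) were lower and 0 higher in MI mice over all endothelial cells. Cluster 1-like cells made up 64.7% ± 4.94 of the cells in healthy mice and 24.6% ± 9.47 in MI mice (SD, n = 4 each; exact permutation test, p = 0.0286, adjusted p = 0.0457), and 69.5% and 26.6% without the Table 1 genes. This class was held by different clusters in the groups, as 20.4% of the cells of C0, 61.8% of those of C1 and 3.54% of those of C4 came from MI mice. C4 also divided the healthy mice, with 1473 cells from Healthy 227 and 957 from Healthy 228. Healthy 239 and 240 gave only 46 and 57 of its cells, so C4 does not mark the healthy group as a whole. The unnamed clusters rose from 9.13% to 16.7% for C2 (exact permutation test, p = 0.0571, and p = 0.0286 without MI 255, when C2 was at 18.4% in MI mice) and from 3.83% to 8.74% for C6 (exact permutation test, p = 0.0286). Cluster 5-like cells made up 13.5% ± 4.87 and 11.6% ± 2.61 (SD, n = 4 each; exact permutation test, p = 0.571, adjusted p = 0.653), and 13.2% and 12.5% without the Table 1 genes. Without Healthy 239, or with the copied cells left out, the cluster 5-like share was higher in MI mice, by 0.224 and 0.338 percentage points. The alternative that moved the level of the cluster 1-like share most was a resolution of 0.3, with 79.7% in healthy and 47.6% in MI mice, and the one that moved the difference most was a resolution of 1, with 53.0% and 22.4%. With any 1 healthy mouse left out, the adjusted p of every class was above 0.05, and that of cluster 1-like cells lay between 0.0762 and 0.114. The exact permutation test for cluster 1-like cells still gave p = 0.0286 in each case. With cells thinned to 1000 UMIs the cluster 1-like share was 66.3% and 28.5% (exact permutation test, p = 0.0286, adjusted p = 0.0714). The sort for CD31 without podoplanin can set such shares.

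**Figure D1:**
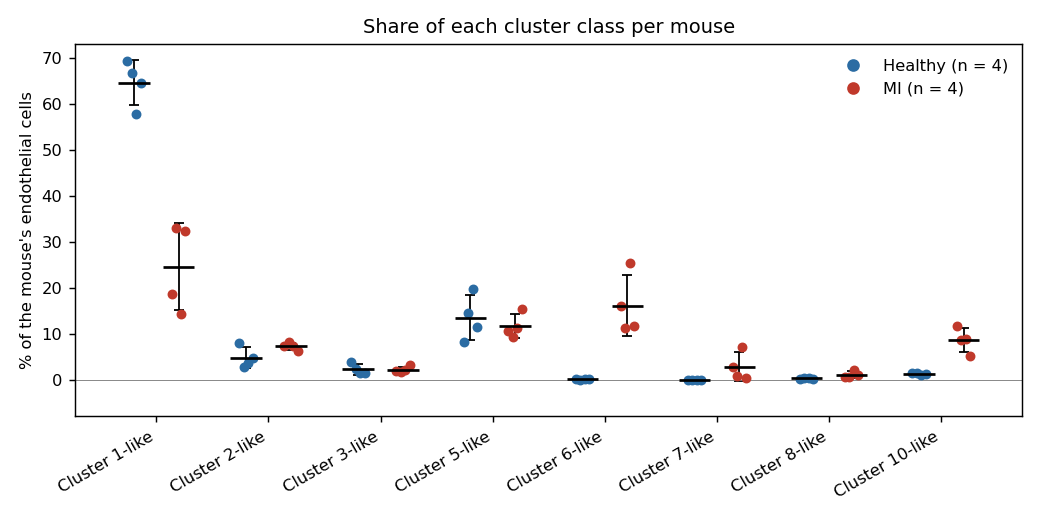
Percentage of each mouse's endothelial cells in each class named after a cluster of Table 1, by group, with the mean and SD of 4 mice. Cluster 1-like cells make up 57.9% to 69.5% in healthy mice and 14.4% to 33.0% in MI mice.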

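Clustering of all 31028 cells placed 1473 cells (4.75%) in 2 haematopoietic-like clusters, and 83.2% of these cells came from MI mice. The larger (1127 cells, led by C1qa, C1qc and C1qb) had a median of 7169 UMIs, and 69.3% of its cells held a UMI of Ptprc, 54.6% of Pecam1 and 41.9% of Kdr. The smaller (346 cells, led by Igkc, S100a8 and S100a9) had a median of 3415 UMIs, with Ptprc in 65.0%, Pecam1 in 55.8% and Kdr in 46.5% of cells. Free RNA in the droplets may add to such shares, but it was not told apart from doublets. Fibroblast-like cells (89 cells, median 6002 UMIs) held Pecam1 in 29.2% and Kdr in 27.0% of cells. With cells thinned to 1000 UMIs, Pecam1 was counted in 17.7% of the haematopoietic-like cells, in 9.20% of the fibroblast-like cells and in 55.8% of the endothelial cells. Ptprc lies on chromosome 1 of GRCm38 from 138062861 to 138175708.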

An isolated cluster of cells that expressed the haematopoietic marker *Ptprc* (CD45) but did not express endothelial markers *Pecam-1* (CD31) or *Kdr* (VEGFR2) was removed from the analysis, as it was likely due to cellular contamination during FACS. 

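In the 13 endothelial clusters left after this removal, between 69.6% and 99.5% of cells held a UMI of Pecam1 (chromosome 11, 106654217–106750628) and between 55.0% and 87.2% a UMI of Kdr (chromosome 5, 75932827–75978458). The lowest share of Pecam1 was that of C0, whose median was 1663 UMIs, and the highest that of the cluster 7-like cells, with a median of 8051 UMIs. The share in pericyte-like cells, which should lack both genes, was 59.8% for Pecam1 and 43.4% for Kdr at a median of 4016 UMIs. At 1000 UMIs per cell it was 28.9% and 14.3%, and 55.8% and 44.2% in all cells together. In CPM (counts of a gene relative to all UMIs, on a fixed scale), Pecam1 was at 397 in the pericyte-like cells and between 595 and 1205 in the endothelial clusters. The lymphatic marker Pdpn (chromosome 4, 143267431–143299564) was found in 66.7% of the 57 lymphatic-like cells, which made up 0.198% of the endothelial cells, and in at most 0.230% of the cells of any other endothelial cluster. The sort for podoplanin-negative cells sets this share.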

Following this, we confirmed enrichment of *Pecam-1* and *Kdr* in all clusters and a minimal presence of lymphatic markers in our analysis (*Figure 3D*). 

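Among the 16321 MI cells left after removal of the haematopoietic-like clusters, 108 held UMIs of both Ptprc and Pecam1 and 99 of both Ptprc and Kdr. As shares of the 29555 cells of both groups these were 0.365% (95% exact Clopper-Pearson interval 0.30–0.441, counting error only) and 0.335% (0.272–0.408). In the 13234 healthy cells there were 3 and 4. Per mouse, the share with Ptprc and Pecam1 was 0.0202% ± 0.0403 in healthy and 0.666% ± 0.280 in MI mice, and with Ptprc and Kdr 0.0269% ± 0.0537 and 0.607% ± 0.271 (SD, n = 4 each; exact permutation test, p = 0.0286 for both). In healthy mice all of these cells came from Healthy 239. Without Healthy 227, 228 or 240 in turn, the difference for Ptprc with Kdr was 0.571 percentage points (exact permutation test, p = 0.0571 for each). Thinned to 1000 UMIs per cell, the MI shares were 0.0946% and 0.0630%, against 0% and 0.00719% in healthy mice. Requiring at least 2 UMIs of Ptprc left a difference of 0.0547 percentage points for Ptprc with Kdr (exact permutation test, p = 0.0571).

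A UMI of Ptprc was found in 0.717% of all MI cells left after the removal (median 4164 UMIs) and in 1.42% of the 211 pericyte-like MI cells (median 5805 UMIs), and in 0.129% and 0.474% at 1000 UMIs per cell. In the 55 fibroblast-like MI cells (median 7635 UMIs) the shares were 5.45% and 0%. The pericyte-like and fibroblast-like shares rest on 3 cells each, too few to place the endothelial cells above or below this background. Over the 13 endothelial clusters, Ptprc was found in between 0% of the cells of C4 and 2.07% of the cluster 7-like cells.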

A very small proportion of *Ptprc^+^* cells from the MI group that co-expressed *Pecam-1* (0.29% total cells) or *KDR* (0.19% total cells) was dispersed throughout several clusters (*Figure 4A*). Correspondingly, we observed rare *in situ* expression of CD45 by *Pdgfb*-lineage EC post-MI (*Figure 4B*). These CD45^+^ cells may be EC that have transitioned towards an inflammatory phenotype in response to injury or, more likely, scarce infiltrating bone marrow cells, described above.

**Figure 3:**
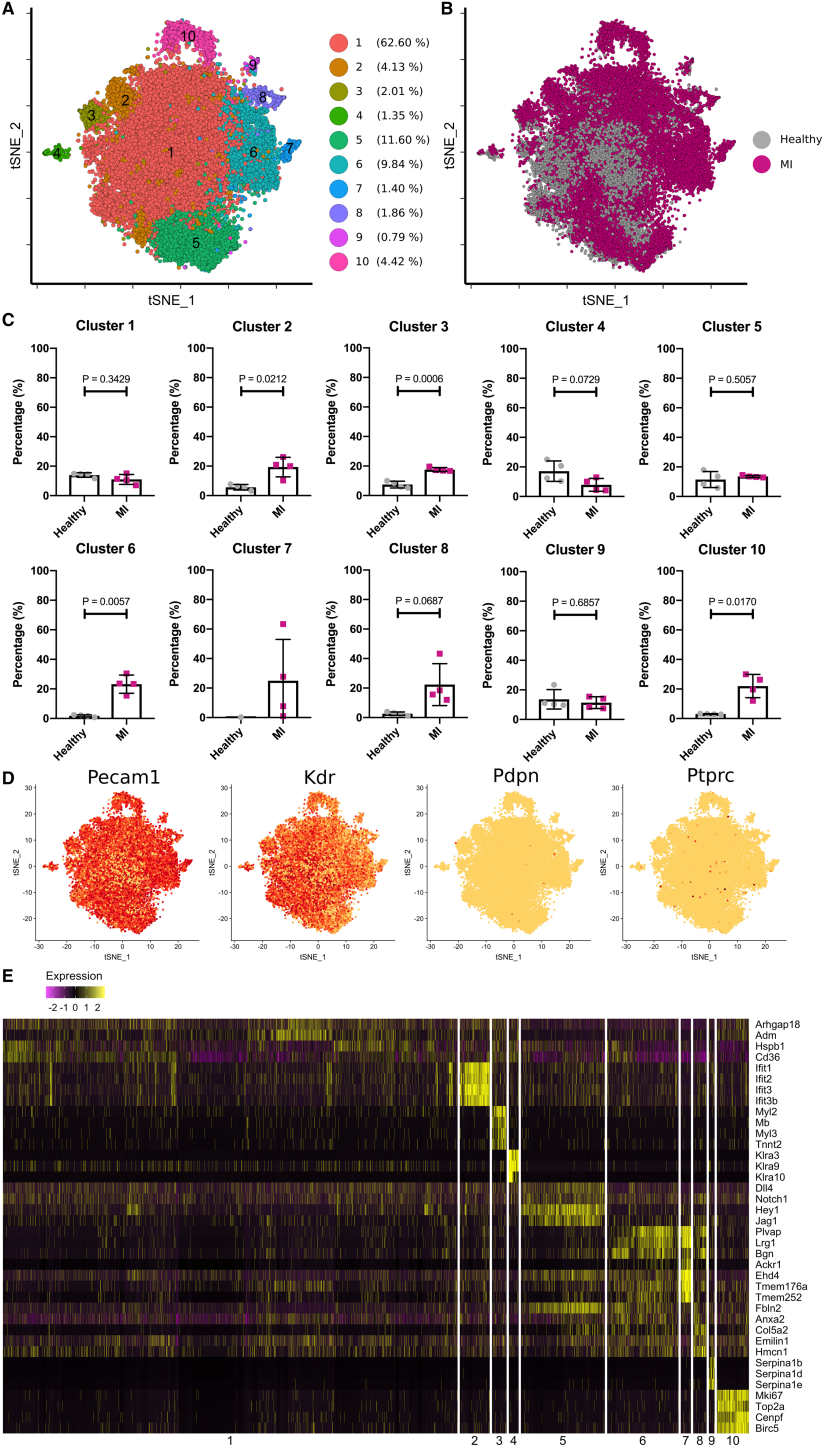
Ten discrete heterogeneous endothelial cell populations were identified in healthy and infarcted adult mouse hearts (*A* and *B*). Contributions of cells from both healthy and myocardial infarction hearts to each cluster were compared, and cluster 2, 3, 6, 8, and 10 were largely constituted by the cells from the myocardial infarction hearts. Cluster 7 was composed exclusively of cells from the myocardial infarction hearts (*C*). Broad expression of endothelial cell markers, such as *Pecam1* and *Kdr*, and the rare presence of *Pdpn* and *Ptprc* expressing cells showed purity of the studied endothelial cell population (*D*). Top differentially expressed marker genes were shown for each of the 10 clusters in the heatmap (*E*).

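In the rebuilt clusters, cells from MI mice made up 66.7% of the 1768 cluster 2-like cells, 55.2% of the 616 cluster 3-like cells, 99.6% of the 2557 cluster 6-like cells, 82.3% of the 209 cluster 8-like cells and 89.3% of the 1569 cluster 10-like cells. All 434 cluster 7-like cells came from MI mice. The number of cells contributed by each mouse differs, so the shares per mouse are the better measure. For cluster 2-like cells these were 4.80% ± 2.24 in healthy and 7.31% ± 0.755 in MI mice (SD, n = 4 each; exact permutation test, p = 0.114, adjusted p = 0.152), a difference of 2.51 percentage points that was 3.56 without Healthy 227 (exact permutation test, p = 0.0286, adjusted p = 0.0762). After clustering without the Table 1 genes they were 1.06% and 4.48% (exact permutation test, p = 0.0286, adjusted p = 0.0333). Without the copied cells, an alternative chosen after the data were seen, the exact permutation test for cluster 2-like cells also gave p = 0.0286. For cluster 3-like cells the shares per mouse were 2.25% ± 1.14 and 2.19% ± 0.654 (SD, n = 4 each; exact permutation test, p = 0.914). The direction for cluster 3-like cells depended on the clustering. The share was higher in MI mice at a resolution of 0.3 (0.756% and 1.67%), at a resolution of 1 (0.845% and 1.86%) and without regression on UMIs (0.693% and 1.65%; exact permutation test, p = 0.0286 for each). It was also higher in MI mice without the copied cells, an alternative chosen after the data were seen. No cluster 3-like class was found without the Table 1 genes. The difference of -0.0631 percentage points also changed its sign without Healthy 227 (0.474), MI 244 (0.0660) or MI 250 (0.0775).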

**Figure 4:**
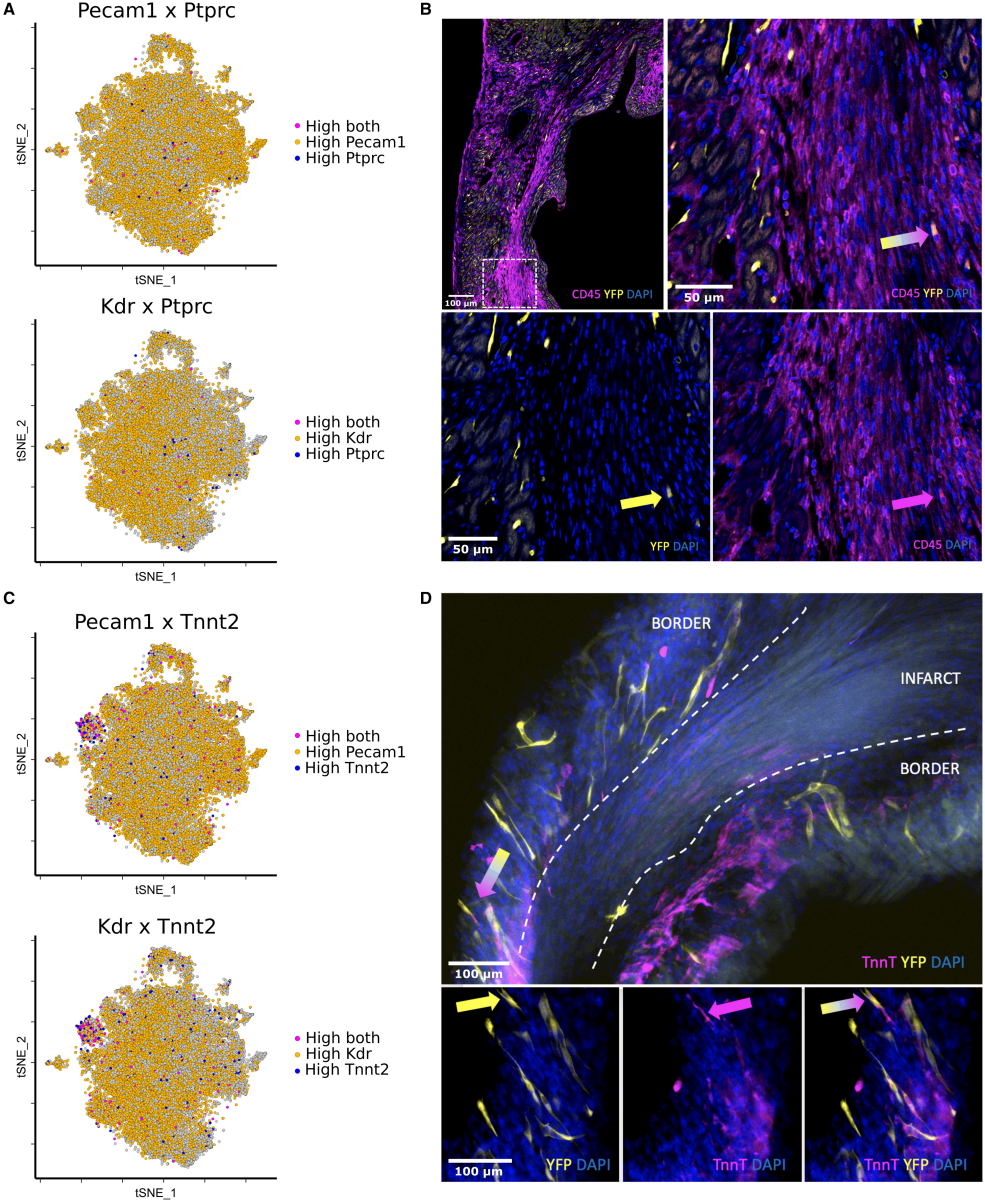
Rare *Ptprc^+^* (CD45) cells that co-expressed high levels of *Pecam-1* (0.29% total cells) or *KDR* (0.19% total cells) were dispersed throughout several clusters in the MI group (*A*). Cells that co-expressed CD45 and a Confetti reporter fluorophore were observed at the infarct border in 100 μm tissue wholemounts (*B*, arrows). Cluster 3 showed co-expression of endothelial markers, *Pecam-1* and *Kdr*, with genes encoding cardiac muscle markers including troponin-T (*Tnnt2*) (*C*). Cells that co-expressed a *Brainbow2.1* fluorophore and the cardiomyocyte marker, troponin-T, were identified in the infarct border region in 100 μm tissue wholemounts (*D*, arrows). These cells were scarce and resembled vascular structures in morphology, rather than cardiomyocytes.

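Of the 616 cluster 3-like cells, 25.0% held a UMI of Tnnt2 (chromosome 1, 135836354–135852260), 74.2% of Pecam1 and 68.7% of Kdr. Tnnt2 was counted together with Pecam1 in 21.8% and together with Kdr in 20.6% of these cells. In the other endothelial cells Tnnt2 was found in 2.22% and together with Pecam1 in 2.02%. The share with Tnnt2 was 14.1% in healthy cluster 3-like cells (median 1344 UMIs) and 33.8% in those from MI mice (median 3740 UMIs). At equal depth it was 9.62% and 11.8%. For comparison, 17.0% of the pericyte-like cells (median 4016 UMIs) and 7.40% of the haematopoietic-like cells (median 6393 UMIs) held a UMI of Tnnt2, and 5.20% and 1.58% at equal depth.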

We used Gene Ontology (GO) term enrichment analysis (PANTHER, GOrilla and GeneMANIA) to reveal significant terms associated with the top differentially expressed genes in each cluster, which allowed us to extrapolate information regarding the functional identity of each EC state (*Table 1*). For example, cluster 10 predominantly comprised cells from the MI group with a high and restricted expression of cell cycle and proliferation markers (e.g. *Mki67, Top2a, Cenpf, Cks2, Birc5, Cenpa, Ube2c, Cdc20*^29^^,^^30^). 

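Cluster 10-like cells were defined by these cell cycle genes, which still gave the class its name when left out of the clustering. Their share per mouse was compared after clustering without the genes of Table 1. It was 1.30% ± 0.237 in healthy and 8.63% ± 2.61 in MI mice (SD, n = 4 each; exact permutation test, p = 0.0286, adjusted p = 0.0333), and 1.32% and 8.61% with these genes. A measure that needs no clusters is the share of cells with a UMI of Mki67 (chromosome 7, 135689784–135716361) or Top2a (chromosome 11, 98992943–99024189). In cells thinned to 1000 UMIs it was 1.22% ± 0.376 in healthy and 6.26% ± 1.85 in MI mice (SD, n = 4 each; exact permutation test, p = 0.0286), and 1.78% and 13.7% without thinning. With any 1 healthy mouse left out, the difference lay between 4.87 and 5.15 percentage points (exact permutation test, p = 0.0571 for each). Every MI mouse (3.97% to 8.40%) still lay above every healthy mouse (0.719% to 1.55%). With 3 against 4 mice, another split can give a larger difference of means even so, which raises p. Mki67 alone was found at equal depth in 31.8% of the cluster 10-like cells (median 6447 UMIs before thinning) and in 0.963% of the pericyte-like cells (median 4016 UMIs).

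In the counts summed over all endothelial cells of a mouse, Mki67 had a log2 fold change of 1.57 (standard error 0.272, adjusted p = 0.00245) and Top2a of 1.53 (standard error 0.256, adjusted p = 0.00213; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 8 cell cycle genes were higher in MI, by 1.53 to 2.37 on the log2 scale, and all 8 also passed when adjusted over the list alone. As the study chose this list on these samples, the latter is not independent evidence.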

Our aforementioned observations of heightened clonal proliferation post-MI by *Pdgfb*-lineage EC compared with the healthy heart, substantiated this gene expression profile (*Figure 1D*). Cluster 3 showed selective expression of genes encoding ventricular cardiac muscle morphogenesis (*Myl2, Mb, Myl3, Tnnt2, Tnni3, Actc1*), suggesting that resident adult cardiac EC may switch on cardiomyocyte lineage genes in response to MI. This was supported by a study showing cardiac muscle cells derived from embryonic EC following their direct injection into the ischaemic adult mouse heart.^19^ 

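The 6 muscle genes defined the cluster 3-like cells, in which their summed UMIs made up 0.108% of all UMIs, compared with 0.00348% in the other endothelial cells. The share was 0.180% in the cluster 3-like cells of healthy mice and 0.0834% in those of MI mice. Per mouse, Healthy 239 (51 cells) was at 0.402%, the other healthy mice at 0.116%, 0.169% and 0.0739%, and the MI mice between 0.0599% and 0.0954%. Of the 15 further genes of cardiomyocytes that were listed beforehand, outside Table 1, 10 had a log2 ratio of at least 1 between the cluster 3-like and the other endothelial cells, with a median of 1.51 over the list. For this ratio 20 CPM were added to both sides, which draws the ratios of rare genes towards 0. They included Tnnc1 at 2.24, Fabp3 at 2.39 and Pln at 2.20. Atp2a2 was at 0.05, and Ryr2 had 0 UMIs in these cells. Each mouse of both groups contributed between 46 and 106 cluster 3-like cells.

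Over all endothelial cells, each of the 6 genes had a negative log2 fold change between MI and healthy mice, with a median of -0.67. Tnni3, at -0.95 (standard error 0.312, adjusted p = 0.0378; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), was the only one called. None was called when adjusted over the list alone. Tnnt2 was at -0.55 (standard error 0.324, adjusted p = 0.209; edgeR's quasi-likelihood test). The directional test of the list by limma's fry gave an adjusted p of 0.119 over 6 lists. Without Healthy 240 the adjusted p of this test was 0.0296, and without MI 256 it was 0.0458.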

We confirmed rare *in situ* existence of cells that co-expressed a *Brainbow2.1* fluorophore and the cardiomyocyte marker, troponin-T, in the infarct border region, but not in the healthy heart (*Figure 4C *and* D*). Therefore, an endothelial to cardiomyocyte fate shift may occur post-MI, although did not contribute significantly to myocardial regeneration at the studied timepoint.

**Table 1:** Top differentially expressed markers and predicted functions of each cluster

Cluster number	Enrichment in EC from healthy or MI groups	Top differentially expressed genes	Specific to cluster	Predicted function in *Pdgfb*-EC	References to support predicted function
1	NA (*P* = 0.34)	*Arhgap18, Adm, Hspb1, CD36*	N	Cellular homeostasis	(13–16)
2	MI (*P* = 0.02)	*Ifit1, Ifit2, Ifit3, Ifit3b, Usp18, Cxcl10*	Y	Interferon signalling	(^17^) IFN signalling in CVD including MI; (^18^) Induction of EC proliferation by IFN
3	MI (*P* = 0.0006)	*Myl2, Mb, Myl3, Tnnt2, Tnni3, Actc1*	Y	Ventricular cardiac muscle remodelling	(^19^) Embryonic EC trans-differentiation to cardiac muscle cells in MI
4	NA (*P* = 0.07)	*Klra3, Klra9, Klra10*	Y	Killer cell lectin-like receptor signalling	(^20^) NK cell interaction with EC driving neovasculogenesis post-MI; (^21^) EC expression of Klra family genes; (^22^) CD31 expression by NK cells
5	NA (*P* = 0.51)	*Dll4, Notch1, Hey1, Jag1, Gja4*	Y (*Hey1*, *Jag1*, *Gja4*)	Endothelial cell regulation *via* Notch signalling	(^23^) Notch regulation of EC; (^24^^,^^25^) Gja4 encodes Connexin37 in EC, which regulates arterial-venous specification; (^26^) Gja4-deficient mice have abnormal vascular regeneration in ischaemic limb
6	MI (*P* = 0.006)	*Plvap, Lrg1, Pbp1, Bgn, vWF*	N	Ventricular remodelling [via retinoic acid (RA) signalling]	(^27^^,^^28^) Regulation of ventricular remodelling by Rbp1 and Bgn via RA signalling post-MI
7	MI (100%)	*Ackr1, Ehd4, Tmem176a, Tmem252, Tmem176b, Selp*	Y (*Ackr1*, *Tmem252*, *Selp*)	Stalk cell markers. Tip and stalk cell-mediated neovasculogenesis	(^29^^,^^30^) EC tip and stalk cell signalling; (^31^) Fate switching between tip and stalk cells, enhanced proliferation by stalk versus tip cells
8	MI (*P* = 0.07)	*Fbln2, Anxa2, Col5a2, Emilin1, Hmcn1, Bgn, Mgp*	Y (*Col5a2*, *Mgp*)	Endothelial ECM proteins, cardiac remodelling post-MI	(^32^) Cardiac remodelling in human and pigs post-MI; (^33^) Endothelial ECM critical for blood vessel network stabilization and maturation
9	NA (*P* = 0.69)	*Serpina1b, Serpina1d, Serpina1e*	Y	Serine protease inhibitor alpha-1 antitrypsin (AAT) signalling	(^34^^,^^35^) AAT therapy in ischaemic disease; (^36^^,^^37^) AAT is cytoprotective following ischaemic injury
10	MI (*P* = 0.02)	*Mki67, Top2a, Cenpf, Cks2, Birc5, Cenpa, Ube2c, Cdc20*	Y	Proliferation and cell cycle regulation	(^38^)

### Endothelial-to-mesenchymal transition does not contribute to cardiac neovasculogenesis at 7 days post-myocardial infarction

Endothelial markers were not reduced after MI in our data (*Figure 3D*), and therefore, we investigated the role of ‘partial EndMT’, recently hypothesized to play a role in neovascularization in the ischaemic mouse heart.^9^ However, the overall EndMT signature was unchanged in both groups (*Figure 5A *and* B*) despite an increase in some EndMT markers after MI (*Icam1, Vcam1, Vim, Fn1* and *Smtn*) (*Figure 5C*). This indicates that EndMT and partial EndMT are unlikely to participate significantly in our model at the studied timepoint.

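Of 12 endothelial genes listed before the counts were examined, 1 was higher and 2 were lower in MI than in healthy mice, both over all genes tested and when adjusted over the list alone. Their median log2 fold change was -0.10, with a range from -0.81 to 0.34 and 4 of 12 above 0. Pecam1 was at 0.15 (standard error 0.0781, adjusted p = 0.162; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kdr fell from 822 to 469 CPM, a log2 fold change of -0.81 (standard error 0.132, adjusted p = 0.00186; edgeR's quasi-likelihood test). Kdr was lower in all alternatives run, and with each mouse left out in turn it ranged from -0.91 to -0.72. Flt1 was also lower, at -0.67 (standard error 0.123, adjusted p = 0.00312; edgeR's quasi-likelihood test), and Erg was higher, at 0.34 (standard error 0.0840, adjusted p = 0.0118; edgeR's quasi-likelihood test). As a whole the list did not pass by limma's fry (adjusted p 0.0673) or by camera (adjusted p 0.296). The adjusted p from fry was 0.0275 without the copied cells and 0.0161 without the other cell types, alternatives chosen after the data were seen. It was 0.0294 without Healthy 228 and 0.0405 without MI 256.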

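A list of 21 EndMT genes that was set before the data were examined and includes the 5 genes named in the text was used. The paper had already named these 5 genes as increased in these same mice. Their rise, and their part in the result of the list, is therefore not independent evidence. The paper's text does not say how its signature was scored, and no result is given here for the genes drawn in its EndMT figure as a list. In cells thinned to 1000 UMIs, the list had 1.72 ± 0.25 UMIs per cell in healthy and 3.38 ± 0.519 in MI mice (SD, n = 4 each; exact permutation test, p = 0.0286), and 4.58 and 21.0 without thinning. Vim (chromosome 2, 13573927–13582826) made up 59.3% of these UMIs in healthy and 74.0% in MI mice. Without Vim, the score was 0.698 ± 0.209 and 0.885 ± 0.0698 (SD, n = 4 each; exact permutation test, p = 0.229). As the mean of log-normalized expression, the score was 0.157 and 0.276 (exact permutation test, p = 0.0286). Cells of other types add to the score, and free RNA, which was not measured for it, may do so too. Without the pericyte-, fibroblast- and platelet- or erythroid-like clusters, the score in thinned cells with Vim was 1.49 and 3.24 (exact permutation test, p = 0.0286). With these clusters and Vim both left out, an alternative chosen after the data were seen, the score was 0.464 ± 0.0356 and 0.721 ± 0.0872 (SD, n = 4 each; exact permutation test, p = 0.0286).

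Among single genes, Vim had a log2 fold change of 1.24 (standard error 0.0953, adjusted p = 1.2e-04), Vcam1 (chromosome 3, 116109949–116129688) of 0.90 (standard error 0.150, adjusted p = 0.00210), Fn1 (chromosome 1, 71585520–71653200) of 0.77 (standard error 0.155, adjusted p = 0.00465) and Icam1 (chromosome 9, 21015985–21028817) of 0.47 (standard error 0.0655, adjusted p = 9.8e-04; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smtn (chromosome 11, 3517523–3540612) was at 0.36 (standard error 0.132, adjusted p = 0.0558; edgeR's quasi-likelihood test) and passed in 5 of the alternatives, DESeq2 among them (adjusted p = 0.0321). Of the 19 genes of the list that could be tested, 10 were higher and 1 was lower in MI, and 11 and 1 when adjusted over the list alone. The 5 genes of the text were all positive, with 4 called over all genes and 5 when adjusted over the list alone. By limma's fry, the adjusted p was 2.4e-04 for the list and 1.7e-04 for the 5 genes. By camera with a preset correlation of 0.01, it was 3.3e-04 and 0.00115, and with an estimated correlation neither passed (0.126 for both). Without Vim, 14 of 18 genes were positive in the limma fit that these list tests use, with a mean log2 fold change of 0.90, an adjusted p of 5.2e-04 by limma's fry and of 0.00101 by camera with the preset correlation.

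**Figure D2:**
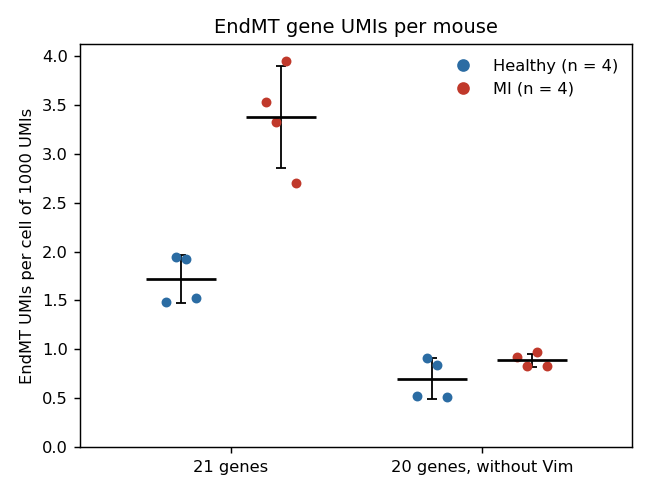
UMIs of the EndMT genes per cell thinned to 1000 UMIs, with and without Vim, for each mouse, with the mean and SD of 4 mice per group. With Vim every MI mouse lies above every healthy mouse (2.71 to 3.95 and 1.48 to 1.95 UMIs per cell), and without it the means are 0.885 and 0.698.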

**Figure 5:**
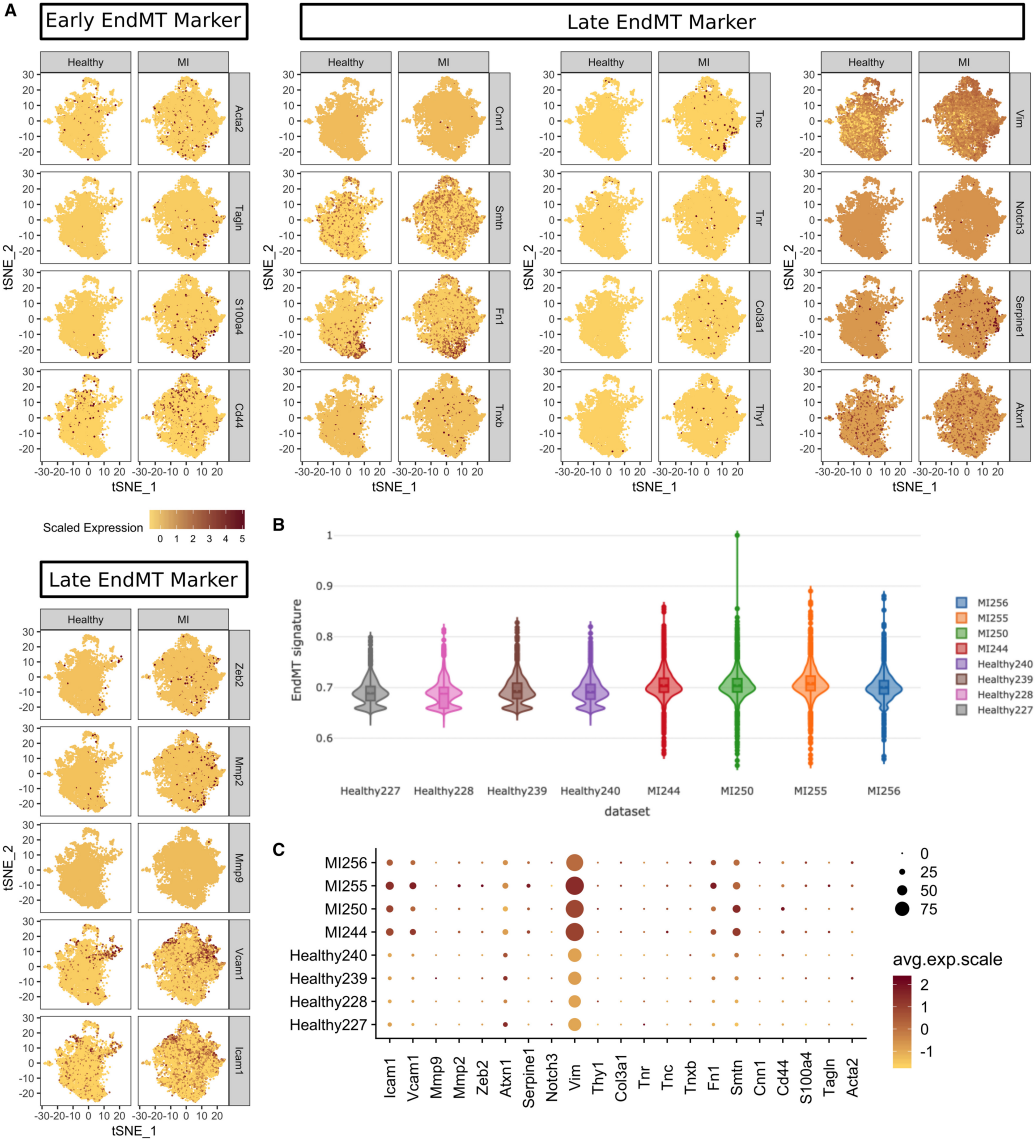
Endothelial-to-mesenchymal transition/partial endothelial-to-mesenchymal transition was investigated in our data using a comprehensive panel of markers of early and late endothelial-to-mesenchymal transition (*A*). The change in an endothelial-to-mesenchymal transition gene signature between healthy and myocardial infarction groups was minimal and not specific to any cluster (*B*) despite an increase in some markers (*C*).

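Within classes with at least 20 cells in each mouse, the EndMT score of MI cells exceeded that of healthy cells by 0.956 UMIs per thinned cell in C0, 1.17 in C1, 1.21 in cluster 2-like, 1.30 in cluster 3-like and 1.53 in cluster 5-like cells (n = 4 mice per group; exact permutation test, p = 0.0286 for each). The difference was 0.501 in cluster 10-like cells (exact permutation test, p = 0.171), 0.812 in C2 (exact permutation test, p = 0.0571) and 0.666 in C6 (exact permutation test, p = 0.0857). In pericyte-like cells the score fell by 0.384 (exact permutation test, p = 0.771). Cluster 6-, 7- and 8-like cells were too few in healthy mice to compare and had 3.99 ± 0.176 (SD, n = 4), 3.15 ± 0.162 (SD, n = 3) and 5.87 ± 1.32 (SD, n = 4) UMIs per cell in MI mice. Without Vim, the differences were 0.123 in C0, 0.276 in cluster 10-like and 0.359 in cluster 5-like cells (exact permutation test, p = 0.0286 for each). In the other endothelial classes they lay between -0.0658 in C2 and 0.290 in cluster 2-like cells (exact permutation tests, p from 0.0571 to 0.971), and in pericyte-like cells the difference was -0.519 (exact permutation test, p = 0.743). Whether the difference varied between classes was not tested.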

### Plasmalemma vesicle-associated protein represents a novel potential therapeutic target that mediates neovasculogenesis in the ischaemic mouse and human heart

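After clustering without the genes of Table 1, Plvap, Lrg1, Ackr1 and Fbln2 among them, cluster 6-like cells made up 3.65% ± 0.831 of the endothelial cells in healthy and 24.8% ± 6.97 in MI mice. The genes of Table 1 still gave the classes their names. Cluster 7-like cells made up 0.00704% ± 0.0141 and 3.20% ± 3.16, and cluster 8-like cells 0.273% ± 0.0937 and 1.12% ± 0.737 (SD, n = 4 each; exact permutation test, p = 0.0286, adjusted p = 0.0333 for each class). With these genes the shares were 0.0701% ± 0.0345 and 16.1% ± 6.56 for cluster 6-like, 0% and 2.79% ± 3.15 for cluster 7-like and 0.282% ± 0.0779 and 1.11% ± 0.758 for cluster 8-like cells (SD, n = 4 each; exact permutation test, p = 0.0286, adjusted p = 0.0457 for each). The cluster 7-like share was decided by MI 255, at 7.22%. The other MI mice lay between 0.327% and 2.85%, and without MI 255 their mean was 1.31%. The cluster 8-like difference of 0.831 percentage points was likewise 0.462 without MI 255. In 13234 healthy cells a count of 0 cluster 7-like cells still allows up to 3. Clusters 6 and 7 merged at a resolution of 0.3, with 20 principal components, in thinned cells, and when cells with the highest doublet scores were left out. The merged class made up 3.45% of the cells in healthy and 26.1% in MI mice at a resolution of 0.3, 0.129% and 18.1% with 20 principal components, 0.0158% and 14.3% in thinned cells and 0.0654% and 18.6% without the highest doublet scores (n = 4 each; exact permutation test, p = 0.0286 for each). The shares of both clusters of the main clustering add up to 0.0701% and 18.9% ± 9.70 (SD, n = 4).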

Clusters 6, 7, and 8 predominantly comprised cells from the MI group (*Figure 3B*), indicating that their gene expression profiles may be relevant to neovasculogenic pathways. Gene expression of *Plvap* was highest in clusters 6, 7, and 8 (*Figure 6A *and* B*). 

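Plvap lies on chromosome 8 of GRCm38 from 71497765 to 71511752. Since it helped to define the clusters, its level was also ranked after clustering without the genes of Table 1. The clusters were still named from these genes. Plvap is a marker of cluster 6, so its level in that class is partly set by the name. In CPM averaged over MI mice with at least 20 cells in a cluster, Plvap was then at 2731 in cluster 7-like, 1004 in cluster 8-like and 675 in cluster 6-like cells, and at 239 in cluster 10-like cells, the next class. With these genes it was at 3875 ± 170 (SD, n = 3), 965 ± 243 (SD, n = 4) and 949 ± 88.5 (SD, n = 4), followed by the unnamed cluster C6 at 238 ± 30.2 (SD, n = 4) and cluster 10-like cells at 238 ± 182 (SD, n = 4). The remaining clusters ranged from 58.2 in C2 to 124 in C0, and C4, which reached 20 cells in 1 MI mouse, was at 30.6. In this clustering, cluster 8-like and cluster 6-like cells differed by less than the spread between mice. The 39 lymphatic-like MI cells, too few for this comparison, had 938 CPM when pooled. With 20 principal components and in thinned cells, the unnamed cluster C7 of each clustering came second, at 474 and 497.5. No cluster 8-like class was found in either.

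Thinned to 1000 UMIs, 94.2% of the cluster 7-like, 49.4% of the cluster 8-like and 44.6% of the cluster 6-like cells from MI mice held a UMI of Plvap. In pericyte-like MI cells (median 5805 UMIs before thinning), which should lack it, the share was 6.64%. The shares of 5.86% in cluster 1-like (median 3242 UMIs), 6.95% in cluster 2-like (median 3775), 6.18% in cluster 3-like (median 3740) and 8.10% in cluster 5-like cells (median 3610) were close to this level. Whether the pericyte-like share is free RNA alone was not tested, so it is not a proven background. The paper's proposal that the expression profiles of clusters 6, 7 and 8 may be relevant to neovasculogenic pathways rests on the predominance of MI cells in them.

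**Figure D3:**
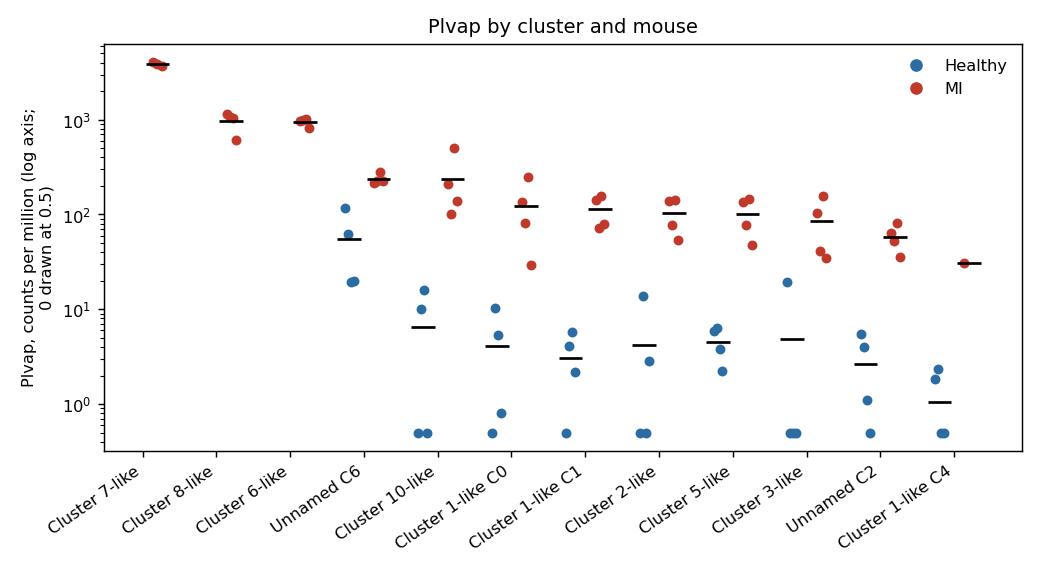
Plvap in CPM of the summed UMIs of each cluster and mouse with at least 20 cells, by group, with the mean over mice. The axis is logarithmic, and the lowest values are drawn at its floor. In MI mice the cluster 7-like cells are at 3875, and the cluster 8-like and cluster 6-like cells at 965 and 949.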

Plasmalemma vesicle-associated protein encodes an EC-specific marker,^39^ although its role in neovasculogenesis in the adult heart is unknown. We quantified Plvap expression in the healthy and infarcted mouse heart, as well as in healthy and ischaemic human cardiac tissue sections. Plvap expression was specific to CD31^+^ EC and was increased in the infarct border compared with the healthy left ventricle, thus validating our RNA sequencing data at the protein level (% Plvap^+^ EC = 70.5 ± 19.9% vs. 38.7 ± 28.2%, *P *=* *0.002, *Figure 6C, E–G*). Plvap expression was also increased in EC adjacent to regions of fibrosis and scarring in the ischaemic human heart, compared with healthy human hearts (% Plvap^+^ EC = 36.9 ± 10.1% vs. 11.1 ± 8.8%, *P *=* *0.002, *Figure 6D, H–O*). In order to better understand whether Plvap can directly modulate neovascularization we carried out *in vitro* siRNA gene silencing on human umbilical venous EC (HUVEC) where *Plvap* expression was significantly reduced at the mRNA level compared with control siRNA (RQ = 3.0 ± 0.9 vs. 0.2 ± 0.2, *P *=* *0.003) and confirmed at the protein level by western blot (*Figure 6P, S*). Proliferation was assessed using an EdU incorporation assay and was significantly inhibited following *Plvap* gene silencing compared with control siRNA treatment (% EdU^+^ HUVEC = 60.7 ± 3.9% vs. 21.1 ± 11.0%, *P *=* *0.0038; *Figure 6Q *and* R*), providing strong evidence for a direct functional role of PLVAP in endothelial proliferation.

**Figure 6:**
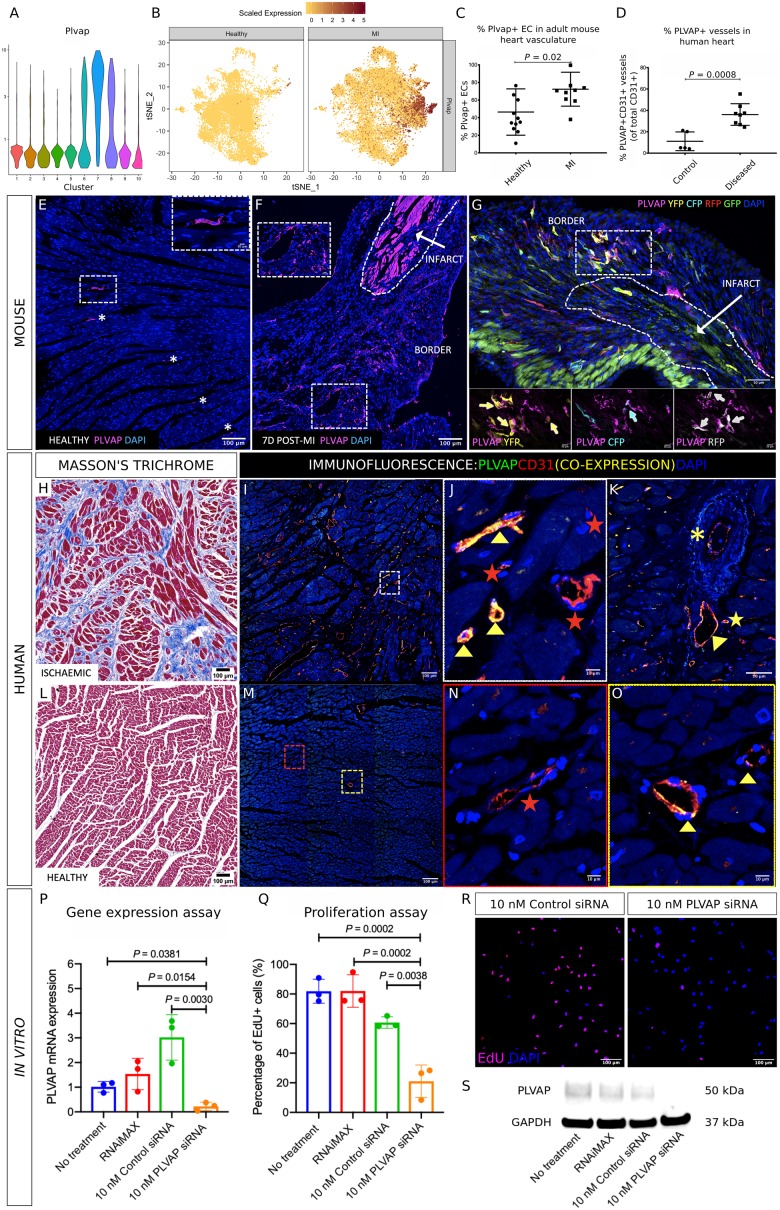
Violin plots showing heightened expression of *Plvap* in clusters 6, 7, and 8 (*A*). t-SNE plots highlighting an increased *Plvap* gene expression in cardiac endothelial cells from the myocardial infarction group compared with the healthy group (*B*). Plvap was significantly increased in the infarct border region at 7 days post-myocardial infarction, compared with the healthy mouse heart (70.5 ± 19.9% vs. 38.7 ± 28.2%, *P *=* *0.002) (*C*). Plvap expression was also increased in endothelial cells adjacent to regions of fibrosis and scarring in the ischaemic human heart, compared with healthy human hearts (% Plvap^+^ endothelial cells = 36.9 ± 10.1% vs. 11.1 ± 8.8%, *P *=* *0.002) (*D*). Representative images showing immunofluoresence staining for Plvap accompanying the above data showing the change in expression in cardiac endothelial cells in the healthy (*E*) and injured *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mouse heart in the infarct border at 7 days post-myocardial infarction (*F*), with co-expression of *Pdgfb*-EC Confetti fluorophore-expressing clones (*G* with high power inserts and arrows highlighting Plvap^+^ Confetti^+^ EC). Consecutive sections from ischaemic and healthy human cardiac tissue were stained using Masson’s Trichrome (H = healthy, L = ischaemic) and by immunofluorescence for PLVAP and CD31 (green and red, respectively, with co-expression in yellow; *I*–*K* = ischaemic, *M*–*O* = healthy). PLVAP expression was specific to CD31^+^ cells and was increased in regions of fibrosis and scarring in the diseased compared with the healthy heart. Plvap^+^ CD31^+^ vessels are indicated by yellow arrowheads (*J*, *O*), CD31^+^ Plvap^−^ vessels indicated by red stars (*J*, *N*). Plvap^+^ CD31^+^ EC expression in a venule (yellow arrowhead), arteriole (yellow asterisk) and capillary (yellow star) is shown in (*K*). siRNA gene silencing of *Plvap* in human umbilical venous endothelial cells gave a significant reduction at the mRNA level compared with control siRNA (RQ = 3.0 ± 0.9 vs. 0.2 ± 0.2, *P *=* *0.003) (*P*) and was confirmed at the protein level by western blot (*S*). Proliferation assessed using an EdU incorporation assay was significantly inhibited following *Plvap* gene silencing compared with control siRNA treatment (% EdU^+^ human umbilical venous endothelial cells = 60.7 ± 3.9% vs. 21.1 ± 11.0%, *P *=* *0.0038; *Q*, *R*).

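Over all endothelial cells of a mouse, Plvap rose from 11.5 CPM in healthy to 441 in MI mice. The log2 fold change was 5.26 (standard error 0.430, adjusted p = 1.7e-04; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in all 4 MI mice than in any healthy mouse, and between 4.83 and 5.49 with each mouse left out in turn. It rests on 334 UMIs in the healthy and 40172 UMIs in the MI mice. The test covered 12512 genes, of which 2300 were higher and 2228 lower in MI. Thinning each cell to 1000 UMIs moved this count most, to 2495 genes in all. Within the cluster 1-like cells, Plvap was at 3.30 and 108 CPM, a log2 fold change of 5.02 (standard error 0.445, adjusted p = 2.8e-04; edgeR's quasi-likelihood test), a level at which free RNA may count.

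In thinned cells, 0.569% ± 0.269 of the cells of healthy and 16.1% ± 8.62 of the cells of MI mice held a UMI of Plvap (SD, n = 4 each; exact permutation test, p = 0.0286), and 0.984% and 33.7% without thinning. MI 255 had the highest share, at 28.2%, and the lowest MI mouse was at 8.81%. With any 1 healthy mouse left out, the difference lay between 15.4 and 15.6 percentage points (exact permutation test, p = 0.0571 for each). Every MI mouse still lay above every healthy mouse. Within clusters found in both groups, Plvap was higher in MI mice in each of the 8 clusters with at least 20 cells in all 8 mice (exact permutation test, p = 0.0286 for each). With the copied cells left out, the unnamed cluster C6 of that clustering was at 86.7 ± 77.1 and 179 ± 34.5 CPM (SD, n = 4 each; exact permutation test, p = 0.0571). In cluster 1-, 2-, 3- and 5-like MI cells, 6.61% of thinned cells held a UMI, as against 6.64% of the pericyte-like cells. Free RNA may thus account for the Plvap UMIs there, and a rise within these clusters is not shown. Whether the pericyte-like level is free RNA alone was not tested. Over both groups, Pecam1 was at 397 CPM in pericyte-like and at 88.4 in fibroblast-like cells. The 37 cluster 8-like cells from healthy mice, too few per mouse to test, had 966 CPM when pooled, and those from MI mice 987.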

**Take home figure:**
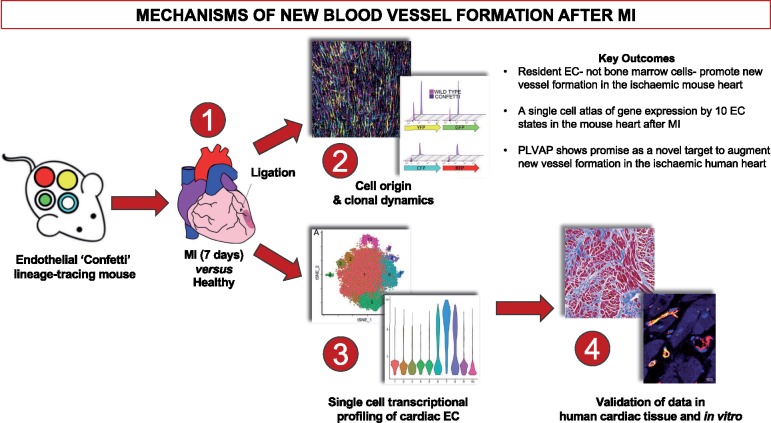
Single cell transcriptome analyses provide a single cell gene expression atlas of resident cardiac endothelial cells that promote neovascularisation following ischaemic injury by undergoing clonal proliferation.

## Discussion

In this study, we demonstrate that structural integrity of the endothelium of the adult heart during physiological conditions and following MI is maintained through clonal proliferation of a subset of resident EC with progenitor-like functional properties with minimal, if any, contribution by bone marrow cells. We further present the first comprehensive single-cell atlas of gene expression by 10 individual EC subpopulations in the adult mouse heart after MI. Finally, we show that Plvap is likely to represent a novel target to augment new vessel formation in the ischaemic human heart.

Our observation that clonal expansion of resident cardiac EC is the predominant mechanism driving neovasculogenesis expand on recent findings of He *et al.*^40^ who used genetic lineage tracing to show that new cardiac blood vessels are formed from pre-existing EC. This may, in part, explain the disappointing outcomes of clinical studies using autologous bone marrow-derived cells for therapeutic neovascularization in patients with ischaemic heart disease.^6^^,^^8^ It is important to note that a contribution of *Pdgfb*-lineage EC to cardiac neovasculogenesis post-MI cannot be discounted, i.e. due to an inactive *Cre*-driver or the migration of non-recombined cells. However, despite a 46.6% *Cre*-recombination efficiency in cardiac ECs we observed *Brainbow2.1* reporter fluorophore expression in fewer than 0.05% of bone marrow cells. Furthermore, the founding number of recombined events in the cardiac vasculature did not change before or after ischaemic injury. This led us to postulate that *Pdgfb*-lineage EC contributing to neovasculogenesis *via* clonal proliferation reside locally within the cardiac vasculature with minimal, if any, contribution from bone marrow cells. Therefore, future research and clinical focus should aim to enhance the regenerative capacity of endogenous resident cardiac EC to promote therapeutic neovasculogenesis in the injured heart.

Using single-cell RNA sequencing, we have defined endothelial heterogeneity in the healthy and injured mouse heart through characterization of 10 EC states with distinct gene expression signatures, and by mapping the transcriptional changes arising in each subset following injury, at the level of a single cell. Transcriptional profiling of the non-myocyte cardiac cellulome of healthy mice was recently reported,^41^ although EC were strategically depleted prior to sequencing to enable focused analysis of fibroblasts and rarer cardiac lineages such as glia and mural cells. Single-cell RNA sequencing was also recently applied to map cell populations in the healthy and injured mouse heart 3 days after ischaemia–reperfusion surgery.^42^ This study identified two EC clusters, although detailed EC gene expression analysis was not provided as this study focused on changing cardiomyocyte subpopulations. Therefore, we believe our data is the first in-depth characterization of the molecular profiles that demarcate cardiac endothelial heterogeneity and plasticity in response to ischaemic injury.

We defined changes in EndMT gene signatures between healthy and injured cardiac EC using a broad panel of markers.^9^^,^^43^ However, as we found no inhibition of endothelial genes nor a significant change in the EndMT gene signature, we concluded that EndMT does not play an obvious role in our model at the timepoint studied. This contrasts with a recent report suggesting that partial induction of EndMT may support cardiac neovascularization after ischaemia.^9^ This discrepancy may be due to a transient nature of EndMT, as the authors did not clarify whether partial EndMT genes were enriched at 7 or 14-days post-MI. Therefore, further temporal analysis of EndMT gene signatures following injury, as well as investigation into whether EndMT directly facilitates cardiac neovasculogenesis are warranted.

Plasmalemma vesicle-associated protein was selected for further study, due to its cluster-restricted increase in MI, and the lack of understanding of its role in endothelial regulation in the adult heart. Plasmalemma vesicle-associated protein is specifically expressed by EC and increased in some inflammatory states^44^ as well as in pathogenic angiogenesis.^45–47^ Here, we showed increased Plvap expression specifically within EC in clonal neovessels in the ischaemic border region of the mouse heart, and in regions of fibrosis and scarring in the ischaemic human heart, compared with non-ischaemic hearts. We further demonstrated that targeted silencing of *Plvap in vitro* directly inhibits EC proliferation. Therefore, *Plvap* shows early promise as a gene of interest for therapeutic strategies to promote cardiac regeneration. Future studies must now systematically evaluate the molecular pathways and regenerative significance of enhanced Plvap expression in EC in the infarct border region at the time of injury. However, at present, methods for cardiac endothelial-specific gene delivery to increase expression are challenging, and therefore, genetic mouse models and/or a pharmacological approach would be required.

The current study provides a high-resolution single cell gene expression atlas of resident cardiac EC in both physiological conditions and following permanent ligation of the left anterior descending coronary artery at 7 days post-MI. This model results in massive cardiomyocyte death, coagulative necrosis and scarring, with evidence of significant neovasculogenesis in the infarct border region. However, this model is unlikely to stimulate EC-mediated myocardial regeneration, and therefore, molecular targets identified from the analyses presented herein should be rigorously interrogated to investigate whether they promote myocardial regeneration and prevent cardiomyocyte death through enhanced tissue perfusion, rather than merely supporting scar formation. One could venture that a potential limitation of this study lies within the vast wealth of data generated from a single snap-shot in time, and care must be taken to extract and validate future targets that most effectively tackle the clinical problem. Therefore, consulting publicly available EC transcriptomics data, such as the endothelial database, EndoDB,^48^ will assist the construction of novel hypotheses for future studies.

In summary, this study provides a rich resource of targets and pathways that can be interrogated to reveal their role in promoting neovascularization by endogenous cardiac EC and thus may guide novel therapeutic strategies aimed at enhancing myocardial repair and regeneration.

## Supplementary Material

ehz305_Supplementary_Data Click here for additional data file.

# Supplementary material for: Single-cell transcriptome analyses reveal novel targets modulating cardiac neovascularization by resident endothelial cells following myocardial infarction
**Source:** Eur Heart J. 2019 Jun 4;40(30):2507–20. doi: 10.1093/eurheartj/ehz305
**Supplement:** ehz305_Supplementary_Data

**Supplementary Information, Data S1**

**Materials and Methods**

***Coronary artery ligation in Pdgfb-iCreERT2-R26R-Brainbow2.1 mice***

Experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals prepared by the Institute of Laboratory Animal Resources and approved by the UK Home Office and the University of Edinburgh Animal Welfare and Ethical Review Committee. Male and female mice (aged 8 - 10 weeks, N = 18) that were heterozygous for both the *Brainbow2.1* and *Pdgfb-iCreER^T2^* transgenes were used (donated from Professor Kairbaan Hodivala-Dilke, Bart’s Cancer Institute, London)*. iCreER^T2^* activity was induced using a single intraperitoneal injection of 150 mg/ kg tamoxifen (Sigma Aldrich, UK) in 200 μl peanut oil (Sigma-Aldrich, UK) resulting in *Brainbow2.1* transgene (RFP, nuclear GFP, YFP or membranous CFP) expression in *Pdgfb*-lineage endothelial cells (EC). At 14 days post-tamoxifen, myocardial infarction (MI) was induced (N = 9) by permanent ligation of the left anterior descending coronary artery (LAD), as described (1-3). Mice were anaesthetised using 2% isofluorane, intubated and mechanically ventilated at 120 strokes *per* minute with a 200 μl stroke volume. The left thorax was opened at the fifth intercostal space with the pericardium dissected to expose the LAD, which was permanently ligated using a 7-0 Mersilk suture. After closure of the thorax, mice were allowed to recover with aseptic precautions and received post-operative Buprenorphine analgesic (0.05 mg/ kg subcutaneous). A group of mice did not undergo surgery and were used as healthy controls (N = 9). Age-matched *Pdgfb-iCreER^T2-/-^-Brainbow2.1^+/-^* and *Pdgfb-iCreER^T2+/-^-Brainbow2.1^-/-^* mice (N = 6 *per* group) were studied to confirm that no spontaneous recombination or background expression of the *Brainbow2.1* transgene occurred by the administration of tamoxifen and peanut oil, respectively. To label perfused vessels, biotin-labelled *Lycopersicon esculentum* lectin (isolectin B4) was injected (2 mg/ ml, 100 μl, Sigma-Aldrich, UK) *via* the tail vein 15 minutes prior to cull. At one hour prior to cull, mice were administered 50 mg/ kg 5-ethynyl-2'-deoxyuridine (EdU) *via* intraperitoneal injection to label newly synthesised DNA. EdU-expressing cells were detected in cardiac tissue wholemounts using confocal microscopy following staining with the Click-iT™ EdU Alexa Fluor™ 647 Imaging Kit (ThermoFisher, UK), according to the manufacturers protocol.

***Tissue Collection and processing***

At 7 days post-MI (21 days post-tamoxifen), mice from the healthy control and MI groups were terminally anaesthetised with a 40 mg intraperitoneal injection of sodium pentobarbital in 200 μl volume, and perfusion fixed by infusion of phosphate buffered saline (PBS) followed by 4 % (w/v) paraformaldehyde *via* left ventricle. Hearts were dissected and placed in 4 % paraformaldehyde for 2 hours at 4 °C. Hearts were then either equilibrated in 30 % (w/v) sucrose in PBS at 4 ^o^C overnight, before embedding in Tissue-Tek® O.C.T. Compound (Sakura® Finetek) on dry ice and stored at -80 ^o^C or in PBS for wholemount preparation. Cryopreserved hearts were sectioned coronally along the apex-base axis (10 μm) using a cryostat (Leica) and collected on VWR® Superfrost® Plus Micro slides and stored at -80 °C. Alternatively, wholemounts were prepared where hearts were embedded in 4 % agarose (Sigma-Aldrich, UK) and sectioned at 100 μm using a Compresstome® VF-300 Vibrating Microtome (Precisionary Instruments, US). Wholemount sections were stored in PBS with 0.025 % sodium azide (Sigma-Aldrich, UK) at 4 ^o^C.

***Immunofluorescence and histological staining and confocal imaging***

Cryosections were stained using Masson’s trichrome (Abcam) to confirm the presence of a healthy myocardium and infarct region. Mouse heart wholemounts and cryosections for immunohistochemical analyses were permeabilised in 0.5% Tween-20 in PBS (PBS-T) for 30 minutes and blocked in 10% normal goat serum (NGS, Thermo Fisher Scientific) plus 1 : 5 animal-free blocker ^TM^ 5x (VECTOR SP-5030) in PBS-T for 1 hour at room temperature on a rocker. Primary antibodies (**Table S1)** were diluted in 10% NGS in PBS-T and wholemounts incubated at 4 ^o^C overnight. After further washes in PBS-T (2 x 15 minutes), sections and wholemounts were incubated with fluorescence-conjugated secondary antibodies (**Table 1)** diluted at 1 : 400 in 10% NGS in PBS-T for 2 hours at room temperature and washed in PBS. Cryosections were mounted in Fluoromount-G^TM^ with DAPI (Invitrogen). Wholemount sections were counterstained with DAPI (Sigma-Aldrich) and mounted in RapiClear 1.47 (SunJin Lab). Paraffin-embedded human heart sections were requested from the MRC Edinburgh Brain & Tissue Bank (BBN_14397, BBN_3771 and BBN_001.26797). The sections were dewaxed, rehydrated and antigen retrieval performed using 10 mM sodium citrate buffer (pH 6.0) followed by permeabilisation in PBS-T and blocking in 3 % BSA/ 10 % NGS in PBS-T for 30 minutes each. Sequential staining of CD31 and PLVAP was performed since both antibodies were raised in rabbit (**Table S1**). Incubation using high concentration of secondary Goat anti-Rabbit antibodies was performed to saturate binding sites of one primary antibody and to obtain true signals from the other. All immunohistochemical analyses were performed with appropriate isotype controls (**Table S1**). Sections were imaged using a Zeiss LSM780 confocal microscope with laser lines and detectors as follows: DAPI (405 nm, 417-508 nm), CFP (458 nm, 454-502 nm), GFP (488 nm, 498-506 nm), YFP (514 nm, 525-560 nm), RFP (561 nm, 565-650 nm) and AlexaFluor 647 (633 nm, 650-700 nm). For wholemount sections, image stacks were acquired using 20X Plan Apo VC/NA 0.8 objective at 2 μm Z-step with a total thickness of 50–60 μm and an optical resolution of 1024 x 1024 pixels. Images were processed and analysed using Fiji v2.0 (ImageJ) and Imaris v9.0 (Bitplane).

**Table S1. Details of antibodies and isotype control reagents used in the study.**

| **Primary Antibodies** | **Resource** |
| --- | --- |
| Anti-Mouse/Rat Ki67 (SolA15), eFluor660, eBioscience^TM^ | Thermo Fisher # 50-5698-80 |
| Isolectin GS-IB4 From Griffonia simplicifolia, biotin-XX Conjugate | Thermo Fisher 121414 |
| Anti-Endomucin [V.7C7.1] | abcam ab106100 |
| Anti-EFNB2 | ATLAS ANTIBODIES HPA008999 |
| Anti-CD31 | ab23864 |
| Anti-LYVE1 | abcam ab14917 |
| Anti-PLVAP | ATLAS ANTIBODIES HPA002279 |
| pan ECA (MECA-32) | SANTA CRUZ sc-19603 |
| **Secondary antibodies** | **Resource** |
| Streptavidin, Alexa Fluor^TM^ 647 conjugate | Thermo Fisher S21374 |
| Goat Anti-Rat IgG H&L (Alexa Fluor 647) | abcam ab150159 |
| Goat Anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 | Thermo Fisher # A-11008 |
| Goat Anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 546 | Thermo Fisher # A-11010 |
| Goat Anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 | Thermo Fisher # A-21244 |
| **Isotype Controls** | **Resource** |
| Rabbit IgG [EPR25A] | abcam ab172730 |
| Rat IgG2a, kappa [RTK2758] | abcam ab18450 |

***Quantitative assessment of clonal data***

To determine whether *Pdgfb*-lineage cardiac EC responded to ischaemic injury by undergoing clonal expansion, we used Brainbow2.1 ‘Confetti’ lineage tracing to stochastically mark EC with one of 4 hereditary fluorescent labels. Clones were quantified in 3D from the analysis of thick wholemount sections of the healthy and injured left ventricle, where 2 or more proximate cells labelled by a common fluorophore were considered to belong to the same clone. The Confetti system was induced at a moderate density in EC (46.6 %), raising the possibility that some putative clones may derive from merger events where two independently marked cells or clones are associated by chance. The multicoloured Confetti-labelling system mitigated the effects of such events, compared to single colour lineage tracing models- although did not remove altogether the potential for merger. In the following section, we consider how potential merger events can be accommodated within the quantitative clonal analysis (4).

First, we consider the control system, where EC division was expected to make a minimal contribution over the time course of 21 days. There was some variability in the induction frequency of EC between animals, ranging from 39.3 % - 57.1 %, although all animals were relatively close to the average of 46.6 %. Then, for the different Confetti colours, we estimated the following degree of mosaicism in control tissue based on the proportion of cell numbers: YFP: 45 % (n = 19 clones); RFP: 24% (n = 15); nGFP: 15% (n = 9); and CFP: 16% (n = 9) (raw data shown in Figure S1). To estimate the baseline level of clone merger, we then turned to a stochastic simulation. Specifically, we randomly assigned marked and unmarked cells to the sites of a cubic lattice in proportion to the observed levels of mosaicism. Then, without allowing any cells to divide, we scored the size distribution of cell clusters defined as groups of cells labelled by a common colour that shared a contact with at least one other cell within the cluster. This is a variant of the lattice percolation problem in statistical physics, widely considered in the literature.

From an analysis of the cluster distribution obtained from a randomly seeded 100 x 100 x 100 lattice, with the given levels of mosaicism, focusing on clusters bearing 2 or more cells, we found average cluster sizes of YFP: 4.8 cells; RFP: 2.9 cells; nGFP: 2.4 cells; and CFP: 2.5 cells. This compared favourably with the average cluster sizes of YFP: 4.9 cells; RFP: 3.3 cells; nGFP: 3.4 cells; and CFP: 3.8 cells obtained from the stochastic simulation. (Note that the model prediction involves no fitting parameters.) Similarly, an analysis of the cumulative cluster size distribution also compared favourably, showing the hallmark tail of large cluster sizes that characterise the percolation problem (Figure A).

Based on these findings, we then turned to the clonal data from the injured heart. In this case, the degree of mosaicism based on the proportion of cell numbers was found to be: YFP: 42 % (n = 61 clones); RFP: 26 % (n = 40); nGFP: 21 % (n = 43); and CFP: 11 % (n = 25), broadly consistent with the control hearts (raw data shown in Figure S1). However, in this case, the average size of labelled cell clusters (hosting 2 or more cells), was larger than the control, with YFP: 12.6 cells; RFP: 12.1 cells; nGFP: 9 cells; and CFP: 7.9 cells, providing evidence for clonal expansion driven by cell division during repair. Therefore, to test this interpretation, we modified the stochastic simulation in the following manner. First, as with control, we seeded the cubic lattice with cells labelled in proportion to the observed mosaicism for the injured tissue. Then, to mimic the effects of cell division during repair, we allowed for rounds of neighbouring cell loss and replacement, so that the overall size of tissue remained unchanged. More precisely, sites were selected at random, and cells at those sites were replaced randomly by a neighbouring cell specified with the same Confetti colour – a manifestation of symmetric cell division. This process was continued so that, on average, individual cells would have gone through D rounds of loss/replacement, where D was considered as an adjustable parameter.

Statistical analysis showed a best fit to the average cluster sizes for the different Confetti colours with D=5.4, and averages YFP: 12.8 cells; RFP: 8.9 cells; nGFP: 8.4 cells; and CFP: 7.5 cells. Similarly, inspection of the cumulative cluster size distribution also showed favourable agreement with the stochastic model (Figure B). From these results, we conclude that, following injury, EC are able to undergo rounds of cell division to replenish neighbouring cells.

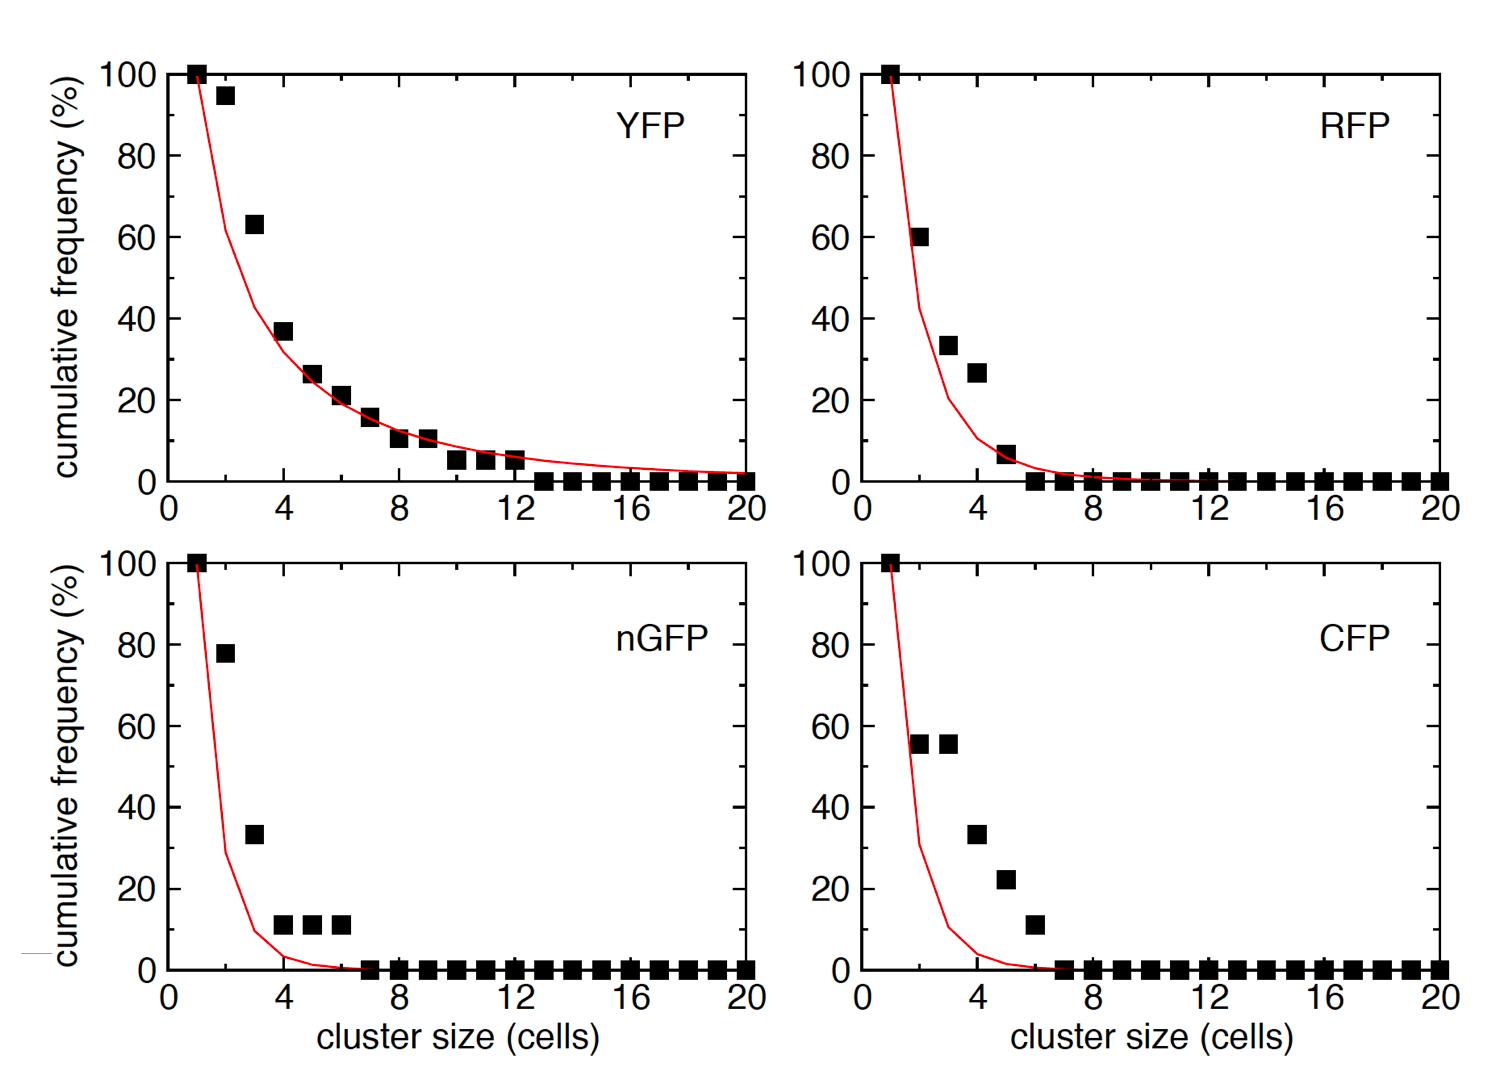

***Figure A. Cumulative cluster size distributions of endothelial cells for different Confetti colours obtained from control hearts.*** Here we have taken clusters that host 2 or more cells. Points show data and the line shows the results from stochastic simulation based on the observed levels of mosaicism.

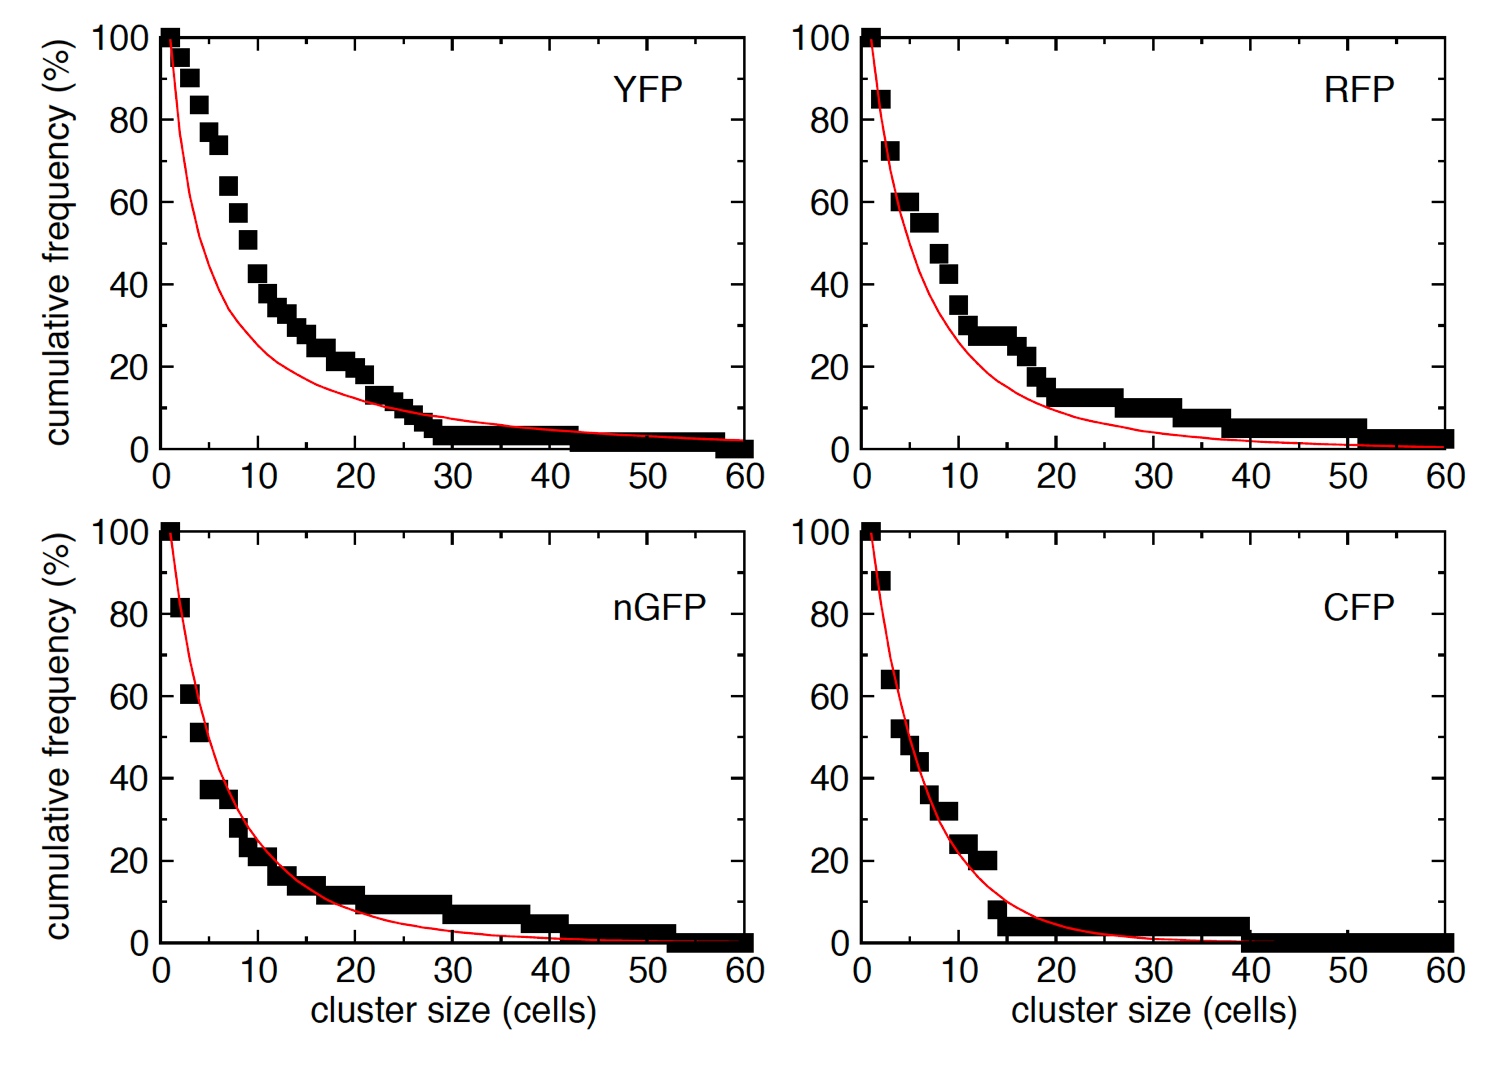

***Figure B. Cumulative cluster size distributions of endothelial cells for different Confetti colours obtained from injured hearts.*** Here we have taken clusters that host 2 or more cells. Points show data and the line shows the results from stochastic simulation based on the observed levels of mosaicism.

***Bone marrow cell processing***

Bone marrow cells were aspirated from both femurs of *Pdgfb-iCreER^T2+/-^ -R26R-Brainbow2.1^+/-^* mice in both healthy and post-MI groups (N = 5 and 6 per group, respectively) by flushing into sterile PBS. Cells were fixed using FACS^TM^ Lysing solution (BD Biosciences) for flow cytometry analyses. Bone marrow cells from age-matched wild type mice on the same genetic background as *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mice (C57Bl6) were used as controls to determine the threshold for detection of YFP, RFP, nGFP and mCFP Confetti reporter fluorophore expression. Analysis was carried out using FlowJo 10.4.2.

***Fluorescence-activated cell sorting (FACS)***

Hearts from healthy and post-MI mice (N= 4 *per* group) were harvested into ice-cold sterile collection media (RPMI 1640 (Thermo Fisher Scientific) plus 10% fetal calf serum (Sigma-Aldrich, UK)) immediately after cull. Ventricles were extracted, finely minced and digested for 20 minutes at 37 °C in collection media plus 4.25 mg Collagenase V (Sigma-Aldrich), 6.25 mg Collagenase D (Roche), 10 mg Dispase (Gibco) and 300 μg DNase I (Roche). The digest was transferred to a gentleMACS^TM^ C tube (Miltenyi Biotec) and homogenised using the gentleMACS^TM^ Dissociator (Miltenyi Biotec). An equal volume of ice-cold PBS containing 2 % FCS and 1 mM EDTA (Sigma-Aldrich) was immediately added and cells were passed through a 40 μm cell strainer (Corning) to obtain a single cell suspension, which was then incubated with 1 ml Red Blood Cell Lysing Buffer Hybri-Max^TM^ (Sigma-Aldrich) for 1 minute. FACS buffer was added to neutralise the lysis buffer. Cells were pelleted by centrifugation and re-suspended in ice cold FACS buffer and incubated with AlexaFluor® 647 anti-mouse CD31 antibody (5 μg / ml, BioLegend) and APC/Cy7 anti-mouse Podoplanin antibody (2 μg / ml, BioLegend) for 30 minutes at 4 °C. Cells were washed and resuspended in ice-cold sterile PBS with 0.5 % FCS before fluorescence activated cell sorting (FACS) using a FACS Aria II (BD Biosciences) with a 100 μm nozzle. For FACS, a gate was set to exclude debris and doublets. Fluorescence minus one (FMO) controls were used to determine the gates for CD31 and PODO expression. Cardiac endothelial cells from age-matched wild type mice on the same genetic background as *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mice (C57Bl6) were used as controls to determine the threshold for detection of Confetti reporter fluorophore expression. Cardiac endothelial cells from age-matched wild type mice on the same genetic background as *Pdgfb-iCreER^T2^-R26R-Brainbow2.1* mice (C57Bl6) were used as controls to determine the threshold for detection of Confetti reporter fluorophore expression. Unstained cells and single antibody-stained cells were used as controls to detect CD31 and podoplanin expression. DAPI solution (BD Biosciences) was used as viability marker. 100,000 viable Confetti^+^ CD31^+^ podoplanin^-^ cells were collected per sample into ice-cold sterile PBS with 0.5 % UltraPure BSA (Thermo Fisher Scientific) and immediately processed for single cell RNA sequencing.

***Single cell library preparation and RNA sequencing***

Samples were processed according to the 10X Chromium™ Single Cell 3′ Reagent Kit v2 user guide. Cells were partitioned into Gel Bead-In-Emulsions (GEMs) and incubated with primers containing an Illumina R1 primer sequence, a 16 bp 10X barcode, a 10 bp Unique Molecular Identifier (UMI) and a poly-dT primer sequence to generate full-length barcoded cDNAs from poly-adenylated mRNAs. cDNAs were amplified by PCR followed by enzymatic fragmentation and size selection for optimised amplicons, prior to library construction. P5, P7, i7 sample index and R2 primer sequence were added during library construction *via* end-repair, A-tailing, adaptor ligation and PCR. Quality control and quantification was performed using a DNA high sensitivity kit (PerkinElmer) on a LabChip GX Touch 24 Nuclei Acid Analyzer (PerkinElmer). Sequencing was performed using an Illumina HiSeq 4000 (75bp paired-end sequencing). This resulted in an average read depth of 71,000 reads/cell for healthy group and 83,000 reads/cell for MI.

***Single cell RNA sequencing data processing***

Raw reads were aligned to the mouse reference genome mm10 (Ensembl 84) using the 10X Genomics Cell Ranger Single Cell 2.1.0 pipeline and the output gene expression matrices were further analysed using the Seurat (v2.3) R package. Low quality cells (<400 gene/ cell and >20 % mitochondrial transcript presence/ cell) were excluded from downstream analyses. Gene expression data was log normalised to a scale factor of 10000 and then regressed on the number of molecules detected per cell (nUMI). Highly variable genes were identified and used for principle component analysis (PCA). Significant principle components (PCs) were determined using the JackStraw analysis and 32 PCs were used for graph-based clustering at a resolution of 0.6 to identify distinct clusters of cells. The same PCs were used to project the clusters onto t-distributed stochastic neighbour embedding (tSNE) plots for visualisation. Highly differentially expressed genes in each cluster compared to the remaining population were used for GO term searching using PANTHER (http://pantherdb.org), Gorilla (http://cbl-gorilla.cs.technion.ac.il) and GENEMANIA (https://genemania.org) to annotate the functional identity of each cluster. Dot plots and violin plots showing gene expression were generated using R packages Seurat and Plotly.

***Human cardiac samples***

Cardiac tissue samples were obtained from patients in **Table S2**. The mean age of control subjects was 39 (range 25 – 53 years, N = 2, 100 % male). The mean age of patients with ischaemic heart disease was 53.5 (range 40 – 76, N = 8, 50 % male). Immunofluorescence for CD31 and Plvap was performed on 4 μm sections of paraffin-embedded tissues. CD31 and Plvap expressing vessels were quantified in a minimum of 2 tiled sections (708 x 708 μm) from each patient. Regions of disease were identified using serial sections stained using H & E and Masson’s Trichrome.

**Table S2. Patient details**

|  | BBN | Age | Sex | Cause of death |
| --- | --- | --- | --- | --- |
| Control | BBN_3771 | 25 | M | Suspension by ligature |
|  | 001.29731 | 53 | M | Suspension by ligature |
|  | 001.34150 | 63 | M | Ruptured atherosclerotic abdominal aortic aneurysm |
|  | BBN_4175 | 52 | M | 1a Chest injuries, 1b Road traffic collision (cyclist) |
|  | 001.34215 | 50 | M | Pulmonary thromboembolism |
| Diseased | 001.26797 | 49 | M | 1a Ischaemic heart disease, 1b coronary artery atherosclerosis |
|  | BBN_24479 | 46 | F | 1a complications of ischaemic heart disease and hepatic steatosis, 2 obesity |
|  | 001.26308 | 69 | M | 1a Ischaemic and hypertensive heart disease |
|  | BBN_22629 | 59 | F | 1a coronary artery atherosclerosis and hypertensive heart disease |
|  | 001.26313 | 44 | M | 1a Ischaemic heart disease, 1b coronary artery atherosclerosis |
|  | BBN_9508 | 76 | M | 1a myocardial infarction,1b coronary artery atherosclerosis, 2 Hypertensive heart disease |
|  | BBN_14397 | 45 | F | 1a coronary artery atherosclerosis |
|  | 001.26124 | 40 | F | 1a haemopericardium, 1b rupture acute myocardial infarction, 1c coronary artery thrombosis, 1d coronary artery atherosclerosis |

**Plvap siRNA gene silencing and endothelial cell proliferation assay**

**Cell transfections**

Human umbilical vein endothelial cells (HUVECs; Lonza) were maintained in collagen coated cell culture flasks (CORNING). Three different lines of passage 3 to 5 HUVECs were seeded in collagen coated 6-well plates (Biocoat Collagen I Cell ware, CORNING 356400) in triplicates at 3 ~ 5 x 10^5^ cells per well in endothelial cell basal medium-2 (CC-3156, Lonza) supplemented with 10% fetal bovine serum (Hyclone SH30071.03) and EGM^TM^-2 SingleQuots BulletKit (CC-4176, Lonza). 10 nM of control (Silencer^TM^ Select Negative Control No.1 siRNA 4390843, ThermoFisher Scientific) or PLVAP siRNA oligonucleotides (Silencer^TM^ Select PLVAP s37973, ThermoFisher Scientific, Sense GGUCAUCUACACGAACAAUtt and Antisense AUUGUUCGUGUAGAUGACCcg) were transiently transfected into HUVECs using Lipofectamine^TM^ RNAiMAX transfection reagent (13778030, ThermoFisher Scientific) for 6 hrs and further incubated for 48 hrs before extraction.

**RNA isolation and qRT-PCR**

Total RNA was extracted from HUVECs 48 hours after transfection using the Qiagen RNeasy Mini Kit (Qiagen) according to manufacturer’s instructions. cDNA was synthesized from 100 ng of total RNA using TaqMan^TM^ Reverse Transcription Reagents (ThermoFisher Scientific). Individual 10 µl Taqman real-time PCR reactions consisted of 1.5 µl of cDNA, 5 µl of 2x Taqman mastermix and 0.5 µl of FAM labelled PLVAP probe (Hs00229941_m1, ThermoFisher Scientific) in 3 µl RNase-free water. The PCR was carried out on a QuantStudio 5 Real-Time PCR system using the following cycling conditions: 10 min at 95 ^o^C and 40 cycles of 15 s at 95 ^o^C, 60 s at 60 ^o^C. All experiments included three no-template controls and were carried out with three biological replicates (one for each HUVEC line) and three technical replicates for all treatment groups, including ‘no treatment’, ‘RNAiMAX’, ‘Control siRNA’ and ‘PLVAP siRNA’ groups. For normalisation of quantification, housekeeping gene UBC (Hs01871556_s1, ThermoFisher Scientific) was amplified simultaneously. The ΔCt values were calculated as the differences between the Ct values of PLVAP and UBC and the mean of the ΔCt values from the ‘no treatment’ groups was subsequently used to calculate the ΔΔCt values and RQ (2^- ΔΔCt) values. The gene expression level was presented in the graph using the RQ values whereas the statistical analyses were performed on the ΔCt values using one-way ANOVA and Tukey’s multiple comparisons tests.

**Cell extract preparation and BCA assay**

HUVECs were extracted 48 hours after transfection by trypsinising them using 0.05% Trypsin-EDTA (Gibco 15400-054), spinning down at 600 g at 4 ^o^C twice for 10 minutes each and transferring to 100 µl lysis buffer containing 1.5x RIPA buffer (Cell Signaling Technology #9806) and 1x protease inhibitor mixture (cOmplete^TM^ ULTRA Mini EDTA-free Protease Inhibitor Cocktail, SIGMA-ALDRICH 5892791001). Cells were resuspended by rigorous vortexing and incubated on ice for 30 minutes. The crude cell extracts were centrifuged at 600 g at 4 ^o^C for 10 minutes. Protein concentrations were measured using a BCA assay (Pierce^TM^ BCA Protein Assay Kit, Thermo Scientific 23255) per manufacturer’s instruction and the plates were read on the VICTORT^M^ X3 multimode plate reader (PerkinElmer). Protein standards were plated in triplicates and a 2-order polynomial curve was fitted through the standard points. The sample measurements were interpolated on the fitted curve and the protein concentration for each sample was then calculated. Protein samples were then aliquoted and stored at -80 ^o^C.

**Western blotting**

Protein samples were denatured at 95 ^o^C for 10 min in Bolt LDS Sample buffer (ThermoFisher Scientific B0007) and separated on NuPAGE^TM^ NOVEX 4-12% Bis-Tris Gel (Invitrogen) electrophoresis followed by transfer to Amersham^TM^Hybond^TM^ 0.2 µm PVDF (GE Healthcare) membranes. After incubating in SEA BLOCK blocking buffer (Thermo Fisher Scientific) for 1 hour at room temperature, the membrane was incubated in primary Anti-PLVAP antibody (Atlas Antibodies HPA002279) diluted 1:200 in the blocking buffer with shaking overnight at 4 ^o^C. After three washes with TBS containing 0.1% Tween-20, the membrane was incubated with IRDye 800CW Donkey anti Rabbit IgG (LI-COR) diluted 1:10000 in the blocking buffer for 1 hour at room temperature. After a further 3 washes with TBS containing 0.1% Tween-20, the membrane was detected and imaged using LI-COR Odyssey CLx imaging system.

**Cell proliferation assay**

HUVECs were seeded onto collagen coated coverslips in 48-well plates (Collagen, Type I solution from rat tail, SIGMA C3867-1VL) in endothelial cell basal medium-2 (CC-3156, Lonza) supplemented with 10% FBS (Hyclone) and EGM^TM^-2 SingleQuots BulletKit (CC-4176, Lonza). Cells were incubated without FBS for 24 hours after the initial siRNA knockdown and then treated with media containing 10 µM EdU (5-ethynyl-2´-deoxyuridine, supplied in Click-iT^TM^ EdU Alexa Fluor^TM^ 647 Imaging Kit, ThermoFisher Scientific C10340 and reconstituted in DMSO) and 15% fetal bovine serum (HyClone) for 24 hours. Coverslips were then fixed in 4% PFA in PBS for 15 min at room temperature, permeablised using 0.5% Triton X-100 in PBS for 20 min at room temperature and incubated in Click-iT^TM^ reaction cocktail (prepared per manufacturer’s instructions) for 30 min at room temperature, protected from light. The coverslips were then washed in 3% BSA (KPL 10% BSA Diluent/Blocking Solution Kit, Seracare) in PBS twice and mounted on slides with Fluoromount-G^TM^ (ThermoFisher Scientific).

**Image acquisition and analysis for cell proliferation assay**

A Zeiss LSM 780 confocal microscope equipped with 20X Plan-Apochromat 20x/0.8 M27 objective was used for image acquisition and batch processing was carried our using a custom CellProfiler pipeline (CellProfiler-3.1.8).

***Statistical analysis***

Statistical analysis was conducted using GraphPad Prism v7. Results are expressed as mean ± SD. Normality was assessed using D’Agostino-Pearson omnibus test, following which data were analysed using a parametric unpaired t-test or non-parametric Mann-Whitney test. Multiple groups were compared using one-way analysis of variance (ANOVA). *P* < 0.05 was considered statistically significant.

***Supplemental References***

1. Protti A, Mongue-Din H, Mylonas KJ, Sirker A, Sag CM, Swim MM, Maier L, Sawyer G, Dong X, Botnar R, Salisbury J, Gray GA, Shah AM. Bone marrow transplantation modulates tissue macrophage phenotype and enhances cardiac recovery after subsequent acute myocardial infarction. J Mol Cell Cardiol. 2016;90:120-8.

2. White CI, Jansen MA, McGregor K, Mylonas KJ, Richardson RV, Thomson A, Moran CM, Seckl JR, Walker BR, Chapman KE, Gray GA. Cardiomyocyte and Vascular Smooth Muscle-Independent 11beta-Hydroxysteroid Dehydrogenase 1 Amplifies Infarct Expansion, Hypertrophy, and the Development of Heart Failure After Myocardial Infarction in Male Mice. Endocrinology. 2016;157(1):346-57.

3. Meloni M, Caporali A, Graiani G, Lagrasta C, Katare R, Van Linthout S, Spillmann F, Campesi I, Madeddu P, Quaini F, Emanueli C. Nerve growth factor promotes cardiac repair following myocardial infarction. Circ Res. 2010;106(7):1275-84.

4. Rulands S, Lescroart F, Chabab S, Hindley CJ, Prior N, Sznurkowska MK, Huch M, Philpott A, Blanpain C, Simons BD. Universality of clone dynamics during tissue development. Nat Phys. 2018;14(5):469-74.

# Supplementary material for: Single-cell transcriptome analyses reveal novel targets modulating cardiac neovascularization by resident endothelial cells following myocardial infarction
**Source:** Eur Heart J. 2019 Jun 4;40(30):2507–20. doi: 10.1093/eurheartj/ehz305
**Supplement:** ehz305_Supplementary_Data

**Table S2. Patient details**

|  | BBN | Age | Sex | Cause of death |
| --- | --- | --- | --- | --- |
| Control | BBN_3771 | 25 | M | Suspension by ligature |
|  | 001.29731 | 53 | M | Suspension by ligature |
|  | 001.34150 | 63 | M | Ruptured atherosclerotic abdominal aortic aneurysm |
|  | BBN_4175 | 52 | M | 1a Chest injuries, 1b Road traffic collision (cyclist) |
|  | 001.34215 | 50 | M | Pulmonary thromboembolism |
| Diseased | 001.26797 | 49 | M | 1a Ischaemic heart disease, 1b coronary artery atherosclerosis |
|  | BBN_24479 | 46 | F | 1a complications of ischaemic heart disease and hepatic steatosis, 2 obesity |
|  | 001.26308 | 69 | M | 1a Ischaemic and hypertensive heart disease |
|  | BBN_22629 | 59 | F | 1a coronary artery atherosclerosis and hypertensive heart disease |
|  | 001.26313 | 44 | M | 1a Ischaemic heart disease, 1b coronary artery atherosclerosis |
|  | BBN_9508 | 76 | M | 1a myocardial infarction,1b coronary artery atherosclerosis, 2 Hypertensive heart disease |
|  | BBN_14397 | 45 | F | 1a coronary artery atherosclerosis |
|  | 001.26124 | 40 | F | 1a haemopericardium, 1b rupture acute myocardial infarction, 1c coronary artery thrombosis, 1d coronary artery atherosclerosis |

How the deposited data were processed for this re-analysis (not part of the article)

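Endothelial cells were sorted from hearts of 4 healthy mice and of 4 mice at 7 days post-MI as Confetti-positive, CD31-positive and podoplanin-negative cells, and 1 10X Chromium library was made per mouse. The authors deposited 1 table of counts for all mice, which holds the number of UMIs on each of 16791 genes in each of 31028 cells, without normalization. All values were whole numbers of 0 or more. The labels and the Supplementary Methods name Cell Ranger with the mm10 genome, R 3.5.2 and Seurat 2.3 for the authors' processing. The table had already passed their filters, since every cell had at least 403 genes and at most 19.96% mitochondrial UMIs, against limits of 400 genes and 20%. The highest number of genes in a cell ended near one value in each group, which the methods do not explain.

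Sample conditions were taken from the names of the mice in the table and in the labels. The main tests, most alternatives, the gene lists and the rule for the genes named in the text were set before the data were examined. Some tests of possible causes were chosen only after the results were seen, and they are listed under the other observations. The thresholds that gave clusters their names, the limit of 90% matched UMIs for a copied cell and some alternatives were chosen after the data had been seen. These leave out the cells with the highest doublet scores, the copied cells, or the clusters of other cell types.

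Cells were clustered with Seurat 5.3.0 in R 4.3.3 after the Supplementary Methods: log-normalization to 10000 UMIs per cell, variable genes from the mean-variance plot, regression on the number of UMIs, 32 principal components and a resolution of 0.6. Clusters of all cells that were led by haematopoietic genes were removed and the other cells clustered again. A gene counted as detected in a cluster when its CPM, after 20 were added, were at least 1 log2 unit above the other clusters and at least 10% of cells held a UMI. A cluster was named after a list with at least 3 detected genes. Where none of these was among its 10 leading genes, 75% of the list was needed. Cluster 1 was named by a looser rule, and only where no other list gave a name. At least 3 of its markers had to be above the other clusters by any amount, with a UMI in at least 10% of cells. Such a cluster also needed a cluster 1 marker among its 10 leading genes, or UMIs per cell above a set limit relative to its mice. The lists were the markers of the 10 clusters of Table 1, and lists for endothelial, lymphatic, pericyte, fibroblast, haematopoietic, and platelet or erythroid cells. Further lists held genes of cardiomyocytes outside Table 1, of liver, of natural killer or T cells, of sex, of the response to dissociation, 21 EndMT genes, and the 5 EndMT genes that the text of the paper names.

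Values per mouse were compared with a two-sided exact permutation test on the difference of the group means, over all 70 splits of 8 mice, whose smallest p is 0.0286. Shares of clusters were adjusted by the Benjamini-Hochberg method over the classes found in each setting (8 in the main clustering). For scores and shares of cells with a UMI, each cell was thinned at random to 1000 UMIs, and cells with fewer were left out. Ptprc was counted in unthinned cells, with thinned values beside it. Expression in a cluster was averaged over mice with at least 20 cells in it. Counts were summed per mouse over all endothelial cells, which here includes the small pericyte-, fibroblast-, platelet- and erythroid-like clusters, and over the cluster 1-like cells. The sums were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) with Benjamini-Hochberg adjustment at 0.05. Sums over all endothelial cells ranged from 6602624 to 8317271 UMIs in healthy and from 14850754 to 24414016 in MI mice. Gene lists were tested with fry and camera of limma 3.58.1, adjusted over 6 lists, and camera used a preset correlation of 0.01 or an estimated one. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5 was used for counts per cell.

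The text names genes of the paper and of the lists where a passage rests on them, and only counts the others per list. It also names the 5 genes with the highest and the 5 with the lowest log2 fold change among 2136 called genes with a mean of at least 20 CPM over the 8 mice and all MI mice on one side of all healthy mice. The leading genes of clusters are named too, by their rank in the cluster. Tgtp2, Tgtp1 and Nxpe4 were chosen after their values were seen. Coordinates are those of GRCm38.

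The alternatives were DESeq2 1.42.0 and limma-voom in place of edgeR, no filter on low counts, Xist as a covariate, thinned cells, at most 10% mitochondrial UMIs, at least 800 genes per cell, a resolution of 0.3 or 1, 20 principal components, 2000 variable genes by the vst method, no regression on UMIs, clustering without the genes of Table 1, the share of a class in place of the share of a mouse, other thresholds for cells and scores, and each mouse left out in turn. Doublets were scored with scrublet as run in scanpy. Its automatic threshold marked 0 cells, so the alternative without marked cells was not run. The alternative used in its place leaves out the 1214 cells (3.91%) with the highest scores, at 0.8% per 1000 cells of a mouse.

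The comparison of genes was tested on simulated data with 200 changed genes. Over all endothelial cells, edgeR recovered 75.8% of the genes changed 2-fold and 99.0% of those changed 4-fold, with 11 false calls among 12512 genes. Over the cluster 1-like cells it recovered 77.6% and 98%, with 19 false calls among 10731 genes. The false calls weigh more against the 200 changed genes than against all genes tested. Far more genes were called in the data (4528 and 2417), so these rates need not hold there. Imaging, flow cytometry, human tissue and cultured cells were not analysed here.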

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

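The alternative without the highest doublet scores was chosen only after the result was seen. In 39 groups of 4 mice, a mouse far from the other 3 was looked for with Dixon's criterion, which chance exceeds in about 1 in 20 groups, and 2 groups held such a mouse. Both were Healthy 239, for the share of cells with UMIs of Ptprc and Pecam1 (0.0806%) and of Ptprc and Kdr (0.1075%). The other healthy mice had 0 such cells so the distance rests on 3 and 4 cells. That 2 of 39 groups stand out is about what chance gives, and all MI mice had higher shares. With each cell thinned to 1000 UMIs the healthy shares were 0% and 0.00719%. With so few cells, free RNA, a doublet with a haematopoietic cell and an endothelial cell that expresses Ptprc could each account for them, and the counts are too few to choose. Without the cells with the highest doublet scores, the shares in healthy mice were 0.0140% and 0.0210%, and the differences to MI mice were 0.592 and 0.532 percentage points. No biological explanation was tested, since the design names none within the healthy group.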

How the results depend on the processing

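The alternatives that leave out the cells with the highest doublet scores, the copied cells or the other cell types were chosen after the data were seen. No paired analysis was possible because the groups share no replicate numbers. The alternative without doublets marked by scrublet was not run, as 0 cells were marked, and that with at least 200 genes was not run, as the table holds no cells under 400.

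The higher number of UMIs and of genes per cell in MI mice kept its direction and p of 0.0286 under all 8 alternatives each, with differences of 2409 to 3110 UMIs and 17.75 (thinned cells) to 885.6 genes. With each mouse left out the differences were 2848 to 3378 UMIs and 810 to 969 genes. For cells per mouse the difference was 775 to 1284.5 with each mouse left out, and p fell from 0.0857 to 0.0286 without MI 256 and with at least 800 genes per cell (1883 cells). The cause was not tested.

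The EndMT difference was 1.47 to 1.88 UMIs per cell with each mouse left out, and without Vim it was 0.187 (exact permutation test, p = 0.229), while the list without Vim still passed (mean log2 fold change 0.90, adjusted p 5.2e-04 by limma's fry). Without Vim and the other cell types the difference was 0.256 (exact permutation test, p = 0.0286). Differences with each mouse left out were 4.32 to 5.80 percentage points for cells with Mki67 or Top2a, 11.5 to 18.0 for Plvap, 0.534 to 0.732 for Ptprc with Pecam1 and 0.480 to 0.666 for Ptprc with Kdr. In 3 of these (not Ptprc with Pecam1) the exact p was 0.0571 when healthy mice were left out (227, 228 or 240 for Ptprc with Kdr, any of the 4 for the others). Every MI mouse still lay above every healthy mouse in these. With 3 against 4 mice, another split can give a larger difference of means even so. With at least 2 UMIs of Ptprc, Ptprc with Kdr differed by 0.0547 (exact permutation test, p = 0.0571), and the cause was not tested.

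Of the shares of clusters under alternatives other than leaving out a mouse, 67 kept their direction and call, 9 reversed, 6 gained and 5 lost a call. Those of clusters 1 and 10 lost theirs in thinned cells (-37.8 and 8.42 percentage points), and those of clusters 1, 8 and 10 without the highest doublet scores (-42.0, 0.863 and 6.67). In each of these the exact p was still 0.0286, and the adjusted p rose to 0.0714 and 0.0571 because a smaller part of the classes reached it. The cluster 2 share gained a call at a resolution of 0.3 (2.62), with 20 principal components (8.28), without the genes of Table 1 (3.43), as a share of the class (8.37), and without the copied cells (4.33) or the other cell types (5.35). The cluster 3 share reversed to higher in MI at resolutions of 0.3 (0.915) and 1 (1.01), with vst (0.281), with no regression on UMIs (0.958), as a share of the class (2.60), and without the copied cells (0.880) or the other cell types (0.907). The cluster 5 share reversed as a share of the class (0.278) and without the copied cells (0.338). The cause was not tested.

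With each mouse left out, the differences were -42.9 to -36.8 for cluster 1, 1.84 to 3.56 for cluster 2, -0.385 to 0.474 for cluster 3, -3.59 to 0.224 for cluster 5, 13.0 to 17.7 for cluster 6, 1.31 to 3.61 for cluster 7, 0.462 to 1.02 for cluster 8, 6.25 to 8.41 for cluster 10, 14.3 to 21.2 for clusters 6 and 7 together, 5.65 to 9.26 for C2, 4.62 to 5.26 for C6 and 0.0602 to 0.150 for the lymphatic-like cells. Cluster 3 reversed without Healthy 227 (0.474), MI 244 (0.0660) or MI 250 (0.0775), and cluster 5 without Healthy 239 (0.224). C2 passed without MI 255 (9.26). Adjusted p of clusters 1, 6, 7, 8 and 10 was above 0.05 without any 1 healthy mouse. MI 255 lowered cluster 7 to 1.31 and cluster 8 to 0.462 when left out.

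The log2 ratio of Plvap in clusters 6, 7 and 8 to the highest other cluster was 1.67 to 2.05, 3.49 to 4.16 and 1.57 to 2.02 with each MI mouse left out. Where clusters 6 and 7 were 1 cluster, its log2 ratio was 2.49 at a resolution of 0.3 and 2.67 without the highest doublet scores, and that of cluster 7 was 2.62 at a resolution of 1. The other 21 comparisons moved less than the spread between mice.

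The number of changed genes was 3133 to 4994 over all endothelial cells and 1382 to 3013 over cluster 1-like cells with each mouse left out. The latter was 1464, 1382 and 1513 without MI 244, 250 or 255. In thinned cells, 2495 and 949 genes changed, of which 2378 and 915 had been called with the same sign before. The other 16 counts were within 1.5 times of the main ones.

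Mean log2 fold changes of the lists with each mouse left out were 0.781 to 1.03 for cluster 2, -0.879 to -0.468 for cluster 3, 1.76 to 2.02 for cluster 10, 0.743 to 1.04 for the EndMT list, 0.694 to 0.781 for the EndMT genes of the text and -0.161 to -0.108 for the endothelial list. By fry and camera, cluster 3 passed without Healthy 240 or MI 256 (-0.879 and -0.826). By fry, the endothelial list passed without Healthy 228 or MI 256 (-0.161 and -0.151), without the copied cells (-0.158) and without the other cell types (-0.173). With an estimated correlation in camera no list passed: 0.89 for cluster 2 (adjusted p 0.315), 1.88 for cluster 10, 0.92 for the EndMT list and 0.74 for the EndMT genes of the text (adjusted p 0.126 each). The cause was not tested.

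Among named genes, Smtn passed in 5 alternatives (0.37 in each of DESeq2, thinned cells and without the other cell types, 0.46 without Healthy 240 and 0.41 without MI 256). Ackr1 missed the threshold with limma-voom (adjusted p 0.0616), and Pf4 without the other cell types (-0.38, and -0.39 with the copied cells left out too), because 71.3% of its healthy UMIs lie in them. The depth limits what can be said of rare genes: cells of healthy mice had fewer UMIs, 1631 of them were too shallow to thin, and a count of 0 still allows 3.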

Differences from the paper's values

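The share of all cells in the cluster 8-like class was 0.727%, and the paper's is about 1.9% in Fig. 3A, read by eye. Of the alternatives set before the data were examined, a resolution of 0.3 (0.720%) or 1 (0.730%), 2000 variable genes by vst (0.716%), no regression on UMIs (0.723%) and clustering without the genes of Table 1 (0.727%) also differ from the paper's value. No such class was found with 20 principal components or in thinned cells. None of the settings run reached the paper's value. The cluster 1-like share of all cells was 42.4%, within 1.5 times of the paper's, about 63% in Fig. 3A, read by eye. It was 61.9% at a resolution of 0.3, and 35.8% at a resolution of 1, 41.9% with 20 principal components and 38.6% by vst, which differ from the paper's value.

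The paper states that the EndMT signature did not change after MI, although it names 5 markers that rose. The list of 21 genes used here holds these 5, so its rise is in part not independent evidence. Here the score of 21 genes was 1.72 UMIs per cell in healthy and 3.38 in MI mice (exact permutation test, p = 0.0286). Without Vim, set before the data were examined, it was 0.698 and 0.885 (exact permutation test, p = 0.229). Without Vim and the pericyte-, fibroblast- and platelet- or erythroid-like clusters, chosen after the values were seen, it was 0.464 and 0.721 (exact permutation test, p = 0.0286). The list without Vim was still higher in MI mice (mean log2 fold change 0.90, adjusted p 5.2e-04 by limma's fry), and its score was higher in C0, cluster 5-like and cluster 10-like cells by 0.123, 0.359 and 0.276 (exact permutation test, p = 0.0286 for each). The list used here is not the set of genes drawn in the paper's EndMT figure, for which no list result is given here, and the paper's text does not say how its score was computed.

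The paper describes cluster 3 as largely made up of MI cells. Here 55.2% of the cluster 3-like cells came from MI mice, and the shares per mouse were 2.25% in healthy and 2.19% in MI mice. The share was higher in MI mice at a resolution of 0.3 (0.756% and 1.67%) or 1 (0.845% and 1.86%) and with no regression on UMIs (0.693% and 1.65%). It was also higher without the copied cells (0.728% and 1.61%) and without the other cell types (0.541% and 1.45%), both chosen after the values were seen. The paper lists cluster 2 as enriched in MI. Here 66.7% of its cells came from MI mice, with shares of 4.80% and 7.31% (exact permutation test, p = 0.114). The p was 0.0286 by the exact test at a resolution of 0.3, with 20 principal components, without the genes of Table 1 and as a share of the class, and without the copied cells or the other cell types, chosen after the values were seen.

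The paper lists cluster 1 as enriched in neither group. Here the share of cluster 1-like cells was 64.7% in healthy and 24.6% in MI mice (exact permutation test, p = 0.0286), and as a share of the class each healthy mouse held 16.9% and each MI mouse 8.12% on average (exact permutation test, p = 0.0286). With all 8 mice, all settings run gave this direction and this exact p. All of them named cluster 1 by the same looser rule, and only where no other list gave a name. Of the cells of the unnamed C2, which has a cluster 1 marker among its leading genes, 69.3% came from MI mice.

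The paper states that endothelial markers were not reduced after MI. Of 12 endothelial genes, 1 was higher and 2 were lower here. Kdr, which the paper shows, had a log2 fold change of -0.81 (adjusted p = 0.00186; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Flt1 of -0.67. Pecam1, at 0.15, and the other endothelial genes were not lower by this test.

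The paper found 10 clusters. Here 13 endothelial clusters were found, 10 in thinned cells, and no cluster was named after clusters 4 and 9 in any setting.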

Other observations

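These tests were chosen only after the result was seen: the 3 on shared barcodes, that on the interferon-induced GTPase genes, those on cardiomyocyte genes as a whole and on free RNA at one level, those on Kdr within single clusters and on the abundant transcripts of natural killer and liver cells, the correlation without genes of the other cells, the ratio of fold changes in thinned cells, that on the stated reads per cell, that on Plvap in cluster 1-, 2-, 3- and 5-like cells, and the alternatives without copied cells or other cell types (with or without Vim).

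Healthy 228 shared 2041 barcodes with Healthy 239, and Healthy 227 shared 316 with Healthy 228, while the other pairs shared 10 to 40 (median 21.5). Chance reuse of barcodes is excluded for Healthy 228 and 239, since the share of matched UMIs was 1.93 times as high as after shuffling. The copies had fewer UMIs than their originals (median ratio 0.413 for Healthy 228 and 0.198 for Healthy 227). In Healthy 227, whose own cells had Y-linked and almost no Xist transcripts, a UMI of Xist was found in 62.5% of the copies and 0.245% of the other cells, 254.9 times as often. The copies in Healthy 228 had 4.23 CPM of Tgtp2 and 21.9 of Nxpe4, nearer to Healthy 239 (17.5 and 32.2) than to the other cells of Healthy 228 (126 and 0.196), by at least 2.78 log2 units. Both values are consistent with molecules of one library being counted under another, at sequencing or when barcodes were assigned, which could not be told from counts alone. Tgtp2 and Nxpe4 were chosen after their values were seen. The cells of Healthy 239 include the originals of these copies, so the nearness to Healthy 239 was partly set by the definition of a copy.

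The interferon-induced GTPase gene Tgtp2, a near-identical copy of Tgtp1 with which it may share reads, was higher in Healthy 227 and 228 than in Healthy 239 and 240. The copied cells are excluded as the cause, as without them the lower of the first pair was still 5.28 times as high as the higher of the other pair. The first axis of a principal component analysis of the summed counts (59.2% of the variance) separated MI from healthy mice, and the second (13.9%) ran from Healthy 227 (41.8) to Healthy 239 (-31.2). Healthy 227 and MI 244 had male and the other mice female transcripts, with Xist at 1.56 and 0.440 CPM without the copies. Sex alone does not separate Healthy 228 from 239 and 240. C4, led by Tgtp2, held 1473 cells of Healthy 227 and 957 of Healthy 228, against 46 of Healthy 239 and 57 of Healthy 240. A batch, litter or genetic difference among the healthy mice stays open and was not tested.

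Over all endothelial cells, 4528 genes changed between the groups, and chance can be excluded, since 1 of 35 splits of the mice reached this number and the highest other gave 0. For the 2417 genes of the cluster 1-like cells it was also 1 of 35, and the highest other gave 7. Sex is excluded as the main source (3872 genes with Xist as a covariate), and so are the copied cells (4397 genes without them). The deeper MI libraries are not excluded by the count, which fell to 2495 in thinned cells. Fewer UMIs in all could account for that fall, as summed counts downsampled to the same totals gave 3079. They are excluded as the source of the fold changes, whose median ratio in thinned to all UMIs was 0.933 (5th to 95th percentile 0.610 to 1.29), with the same sign for 4027 of 4027 genes. The MI mice had more UMIs per cell, and the copied cells do not account for that (2.055 times as many without them). Nor do the reads per cell that the Supplementary Methods state for the groups (a ratio of 1.17), as the ratio of UMIs was 1.758 times as high as that, and 1.22 times for the lowest MI over the highest healthy mouse. Reads per mouse are not stated. How many cells were loaded and RNA content per cell were not separated.

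Kdr was lower in MI mice. Depth is excluded as the cause (-0.70 in thinned cells). Within single clusters Kdr was lower in 8 of 8, with a median log2 ratio of -0.34 and a range from -0.58 in C1 to -0.03 in C6, against -0.81 over all endothelial cells. The exact permutation test gave p = 0.0286 in C0, C1 and the cluster 3-like cells and p from 0.0857 to 0.80 in the other 5. Shifts in the shares of clusters and lower levels within them cannot be told apart as the main cause, since the median within clusters was well short of the whole fall. A test set beforehand within the cluster 1-like class (-0.60) decided nothing, as this class mixes C0, C1 and C4, which differ in Kdr (911, 726 and 1025 CPM) and in their share of MI cells. Lower transcription after MI may remain, and free RNA was not tested for it.

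Plvap was higher in MI mice. Free RNA is excluded as the whole cause, since pericyte-like MI cells held a UMI in 6.64% and all endothelial MI cells in 15.9% of thinned cells, a ratio of 0.416. In cluster 1-, 2-, 3- and 5-like MI cells the share was 6.61%, and the ratio of pericyte-like to these was 1.00 (95% interval of the pericyte-like share 3.67 to 10.9%). In these cells free RNA at the level of the pericyte-like cells may account for the Plvap UMIs, so that a rise within them is not shown. Whether the pericyte-like level is free RNA alone was not tested. Haematopoietic-like MI cells held Plvap in 13.9% of thinned cells and had a median of 6961 UMIs, and whether doublets or free RNA gave this was not tested. Lymphatic-like MI cells (39 cells) held it in 53.9%.

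Muscle genes were high in the cluster 3-like cells. The 15 cardiomyocyte genes outside Table 1 had a median log2 ratio of 1.505 and 10 were at 1 or more (20 CPM added to both sides), which is consistent with transcripts of cardiomyocytes as a whole. Free RNA at one level in every droplet is excluded, as thinned endothelial cells with a UMI of the 6 genes of Table 1 had 1.744 to 5.42 times as many UMIs of the other 15 genes as those without, over the 8 mice. The levels of the 21 genes in cluster 3-like cells correlated across genes with those in other endothelial cells with r from 0.470 (Healthy 239, 51 cells) to 0.833 and 0.706 as the second lowest. A value below 0.7 in any mouse had been set as counting against one source of muscle RNA. That limit was wrong, as the other endothelial cells hold Tpm1 (43.6% of cells) and Atp2a2 (13.7%) themselves. Without these 2 genes r was 0.886 to 0.943 over the 8 mice, and 0.924 in Healthy 239. Genes are not independent replicates, and whether one source of muscle RNA in different amounts could explain both cannot be told apart from expression by these cells. Cardiomyocyte fragments or RNA on the surface of sorted cells, and expression by endothelial cells as the paper proposes, both stay open.

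Klra3, Klra9 or Klra10 were found in 4.08% of healthy and 1.46% of MI cells thinned to 1000 UMIs. Natural killer cells are excluded as the source, as in healthy mice Ccl5, the most frequent of the 9 natural killer or T cell genes, had 25 UMIs against 1240 of Klra9, a ratio of 0.0202 (upper 95% limit 0.0298), and Nkg7 was at 0.0665 CPM. In MI mice Ccl5 had 3000 UMIs against 941 of Klra9, but the next gene, Gzma, had 28, a ratio of 0.0298 (upper 95% limit 0.0430), and Nkg7 was at 0.316 CPM, so natural killer cells are excluded there too and the source of Ccl5 was not tested. Co-occurrence decided nothing, with 3 cells against 4.81 if unrelated. Serpina1b, Serpina1d or Serpina1e were found in 0.646% and 0.423%. Free RNA from liver is excluded as the source in healthy mice, where Ahsg, the most frequent of the liver genes in the table, had 16 UMIs against 214 of Serpina1e, a ratio of 0.0748 (upper 95% limit 0.121), and Apoa1 and Apoa2 were at 0.166 and 0.399 CPM. In MI mice it cannot be told apart, as Apoa2 had 144 and Ahsg 106 UMIs against 304 of Serpina1e, and the ratio of Ahsg was 0.3487. Alb, Ttr, Fgb, Fga, Serpina3k, Mup3, Rbp4 and Apoh, also listed for liver, are absent from the deposited counts. These counts hold genes found in as few as 1 cell. That absence goes against liver RNA, while Apoa2 and Ahsg go with it, so the source was left open. Co-occurrence decided nothing here either (0 cells against 0.301). Reads shared between the members of both families were not tested.

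The genes with the largest changes were Ackr1 (7.26), Lrg1 (5.43), Plvap (5.26), Tmem252 (4.37) and AA467197 (4.13), which were higher, and Ppbp (-5.00), Gm42726 (-2.54), Ly6c2 (-2.22), Gm10126 (-2.12) and Pf4 (-2.05), which were lower. For Ackr1 the healthy mice had 8 UMIs, all in Healthy 227, against 4023 in MI mice, and leaving out a mouse gave 5.98 to 12.4. Ppbp and Pf4 had 92.3% and 71.3% of their healthy UMIs in clusters of other cell types.

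Counts of genes higher and lower in MI over all endothelial cells follow, with those adjusted over the list alone in brackets. Cluster 1: 0 and 2 of 4 (0 and 2). Cluster 2: 3 and 0 of 6 (4 and 0). Cluster 3: 0 and 1 of 6 (0 and 0). Cluster 4: 0 and 3 of 3 (0 and 3). Cluster 5: 0 and 3 of 5 (0 and 3). Cluster 6: 5 and 0 of 5 (5 and 0). Cluster 7: 6 and 0 of 6 (6 and 0). Cluster 8: 5 and 0 of 7 (5 and 0). Cluster 9: 0 and 1 of 3 (0 and 3). Cluster 10: 8 and 0 of 8 (8 and 0). These were chosen by the study on these samples, so the values in brackets are not independent evidence. EndMT: 10 and 1 of 19 (11 and 1), and 4 and 0 of the 5 of the text (5 and 0). The paper names these 5 as increased in these samples, so their values are not independent evidence either. Endothelial: 1 and 2 of 12 (1 and 2). Lymphatic: 1 and 0 of 6 (0 and 0). Pericyte: 0 and 4 of 7 (0 and 5). Fibroblast: 3 and 2 of 8 (3 and 2). Haematopoietic: 8 and 0 of 8 (8 and 0). Platelet or erythroid: 0 and 2 of 7 (0 and 2). Cardiomyocyte outside Table 1: 0 and 3 of 12 (0 and 3). Dissociation: 0 and 1 of 10 (0 and 0), and 5 and 0 (6 and 0) in cluster 1-like cells, where C1, led by Hspa1a, Egr1 and Atf3, came from MI mice for 61.8% of its cells and C0 for 20.4%, so that a shift between these clusters is not separated. Sex: 0 and 0 of 1 (0 and 0). Liver: 0 and 0 of 2 (0 and 0). Natural killer or T cells: 1 and 0 of 1 (1 and 0), the gene Ccl5.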
